# Lack of expression of miR-29a/b1 impairs bladder function in male mice

**DOI:** 10.1242/dmm.050054

**Published:** 2023-06-07

**Authors:** Zunyi Wang, Robert Spitz, Chad Vezina, Jianghui Hou, Dale E. Bjorling

**Keywords:** miR-29a, Bladder fibrosis, Uroflow, Cystometry, Mice

## Abstract

Lower urinary tract symptoms (LUTS) refer to various urological diseases, and incomplete bladder emptying is common among affected patients. The etiology of LUTS is largely unknown, and investigations of LUTS suggest that bladder fibrosis contributes to pathogenesis of LUTS. MicroRNAs (miRNAs) are short (∼22 nucleotides), non-coding RNAs that repress target gene expression by a combination of mRNA degradation and translation inhibition. The miR-29 family is best known for its anti-fibrotic role in various organs. miR-29 was decreased in bladders of patients with outlet obstruction and a rat model of bladder outlet obstruction, suggesting that miR-29 may contribute to impaired bladder function subsequent to tissue fibrosis. We characterized bladder function in male mice lacking expression of *Mir29a* and *Mir29b-1* (miR-29a/b1). Lack of miR-29a/b1 resulted in severe urinary retention, increased voiding duration and reduced flow rate, and these mice failed to void or voided irregularly during anesthetized cytometry. Collagens and elastin were increased in bladders of mice lacking miR-29a/b1. These findings reveal an important role for miR-29 in bladder homeostasis and suggest the therapeutic potential of miR-29 to improve symptoms in patients with LUTS.

## INTRODUCTION

Lower urinary tract symptoms (LUTS) refer to a spectrum of urological disorders. These are generally divided into storage (urgency, frequency and nocturia), voiding (slow stream, hesitancy and dribbling) or post-micturition symptoms (a feeling of incomplete emptying), based on their temporal relationship to the micturition cycle (Andersson, 2003; Chapple et al., 2008; Thomas and Abrams, 2000). LUTS significantly impair quality of life, and incomplete bladder emptying is common among these patients. Incomplete bladder emptying results from inability of the detrusor muscle to adequately contract to completely empty the bladder, with or without increased bladder outlet resistance, and is often defined urodynamically as detrusor underactivity. The etiology of LUTS is largely unknown, and the pathophysiological processes underlying LUTS are likely multi-factorial. Although LUTS affect all ages, the prevalence of LUTS increases with age (Al-Zoubi et al., 2022; Andersson, 2003; Chapple et al., 2008). Evidence from epidemiologic, clinical and basic research suggests that bladder fibrosis may be an important contributing factor to pathogenesis of LUTS (Deveaud et al., 1998; Lepor et al., 1992; Mirone et al., 2004). Fibrosis alters bladder architecture and increases stiffness of the bladder wall, changes that inhibit expansion and contraction of the bladder as it fills to store urine or contracts to expel urine. It was the consensus of a recently convened panel of clinicians and scientists that bladder fibrosis is present in most benign bladder disorders and that there is an acute need for more effective strategies to prevent and treat bladder fibrosis (Fry et al., 2018).

MicroRNAs (miRNAs) are a group of ∼22 nucleotide-long non-coding RNAs that repress target gene expression by a combination of mRNA degradation and inhibition of translation (Ekman et al., 2016; He et al., 2013). It is estimated that miRNAs regulate most human genes, and a significant number of disorders may arise because of malfunction of miRNA signaling (Friedman et al., 2009; Paul et al., 2018). Binding of miRNA to mRNA is directed by the seed region of the miRNA. The miRNA seed region is composed of the six to seven contiguous nucleotides starting at the second nucleotide (g2) from the 5′ end. Extensive investigations support the concept that the miRNA seed sequence determines target recognition and modulates miRNA targeting efficacy and specificity (Salomon et al., 2015; Schirle et al., 2014). Disrupting seed complementarity diminishes repression of target RNA (Lai, 2002; Lewis et al., 2005; Lim et al., 2005). However, the short length of the seed region allows relatively promiscuous binding of a single miRNA to multiple transcripts.

Although the functions of many miRNAs remain largely unidentified, the miR-29 family is best known for its anti-fibrotic role in various organs (Cushing et al., 2011; Noetel et al., 2012; van Rooij et al., 2008), and miR-29 has been referred to as a ‘master regulator’ of fibrosis (O'Reilly, 2016). The miR-29 family consists of *MIR29A* (miR-29a), *MIR29B1* (miR-29b1), *MIR29B2* (miR-29b2) and *MIR29C* (miR-29c), encoded by two distinct genomic clusters, miR-29a/b1 and miR-29b2/c. Mature miR-29s are highly conserved in human, mouse and rat (Ekman et al., 2016; He et al., 2013). The genes encoding miR-29a and miR-29b1 precursors are found on chromosome 6 in mice, while the genes encoding miR-29b2 and miR-29c in mice are on chromosome 1 (Ge et al., 2019; Ma et al., 2022). It has been demonstrated that miR-29b1 and miR-29a, as well as miR-29b2 and miR-29c, are transcribed together as polycistronic primary transcripts (Chang et al., 2008; Mott et al., 2010). 

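In the mm10 annotation of the deposited gene table, Mir29a (ENSMUSG00000065610) lies on the minus strand of chromosome 6 from 31062660 to 31062747, and Mir29b-1 (ENSMUSG00000065604) lies on the same strand from 31063023 to 31063093. Mir29b-2 (ENSMUSG00000065412) and Mir29c (ENSMUSG00000065548) lie on the plus strand of chromosome 1, from 195037040 to 195037120 and from 195037547 to 195037634. The annotated precursors of Mir29a, Mir29b-1, Mir29b-2 and Mir29c are 88, 71, 81 and 88 bases long. In the mm10 reference the Mir29a precursor reads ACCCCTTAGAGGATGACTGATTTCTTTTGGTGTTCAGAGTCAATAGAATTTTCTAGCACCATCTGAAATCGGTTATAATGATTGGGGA, and the Mir29b-1 precursor reads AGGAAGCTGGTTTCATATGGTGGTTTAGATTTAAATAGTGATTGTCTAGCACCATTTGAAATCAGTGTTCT. The seed shared by the miR-29 family, AGCACCA, occurs once in each of the 4 precursors. It starts at base 55 of Mir29a, base 48 of Mir29b-1, base 53 of Mir29b-2 and base 55 of Mir29c, counted from 1 at the 5′ end. Its complement in a target mRNA reads TGGTGCT.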

The three miR-29 isoforms share identical sequences at nucleotide positions 2-7, the seed region that binds to the 3′ untranslated region of target mRNAs (Ekman et al., 2016; Harmanci et al., 2017; He et al., 2013; Kriegel et al., 2012). Recently, miRNA-sequencing analysis revealed that, although all three miR-29 isoforms are expressed across many mouse tissues, miR-29a is the dominant isoform, accounting for more than 50% of total miR-29 levels in most tissues analyzed (Caravia et al., 2018).

Interestingly, miR-29 is downregulated in the bladders of aging mice (Kim et al., 2017), patients with outlet obstruction (Gheinani et al., 2017) and a rat model of bladder outlet obstruction (Ekman et al., 2013), findings indicating that decreased miR-29 accompanies bladder fibrosis and impaired bladder function**.** It has also been reported that mice lacking expression of miR-29a/b1 develop bladder enlargement (Caravia et al., 2018). However, there is a lack of information regarding the effects of deletion of miR-29a/b1 on bladder structure and function. The present study was performed to test the hypothesis that systemic lack of miR-29a/b1 causes increased bladder fibrosis and impaired bladder function in male mice.

## RESULTS

### Bladder remodeling as a result of lack of miR-29a/b1

Reverse transcription PCR (RT-PCR) analysis of total bladder RNA confirmed that the miR-29a precursor was present in all wild-type (WT) bladders examined (*n*=8), but miR-29a precursor was below the detection limit in all knockout (KO) bladders (*n*=8), confirming lack of expression of miR-29a in KO mice. Consistent with a previous report (Caravia et al., 2018), age-matched KO mice weighed significantly less than WT mice (24±0.6 g, *n*=12 versus 31±1.3 g, *n*=11, respectively; *P*<0.01). Gross anatomical observation indicated that bladders of KO mice were significantly distended, with remarkable urinary retention, and had a much thinner wall than those of WT mice (Fig. 1A). The bladder volume of KO mice was nearly sixfold greater than that of WT mice (Fig. 1B), indicative of significant bladder distention because of lack of miR-29a/b1 expression.

**Fig. 1.**
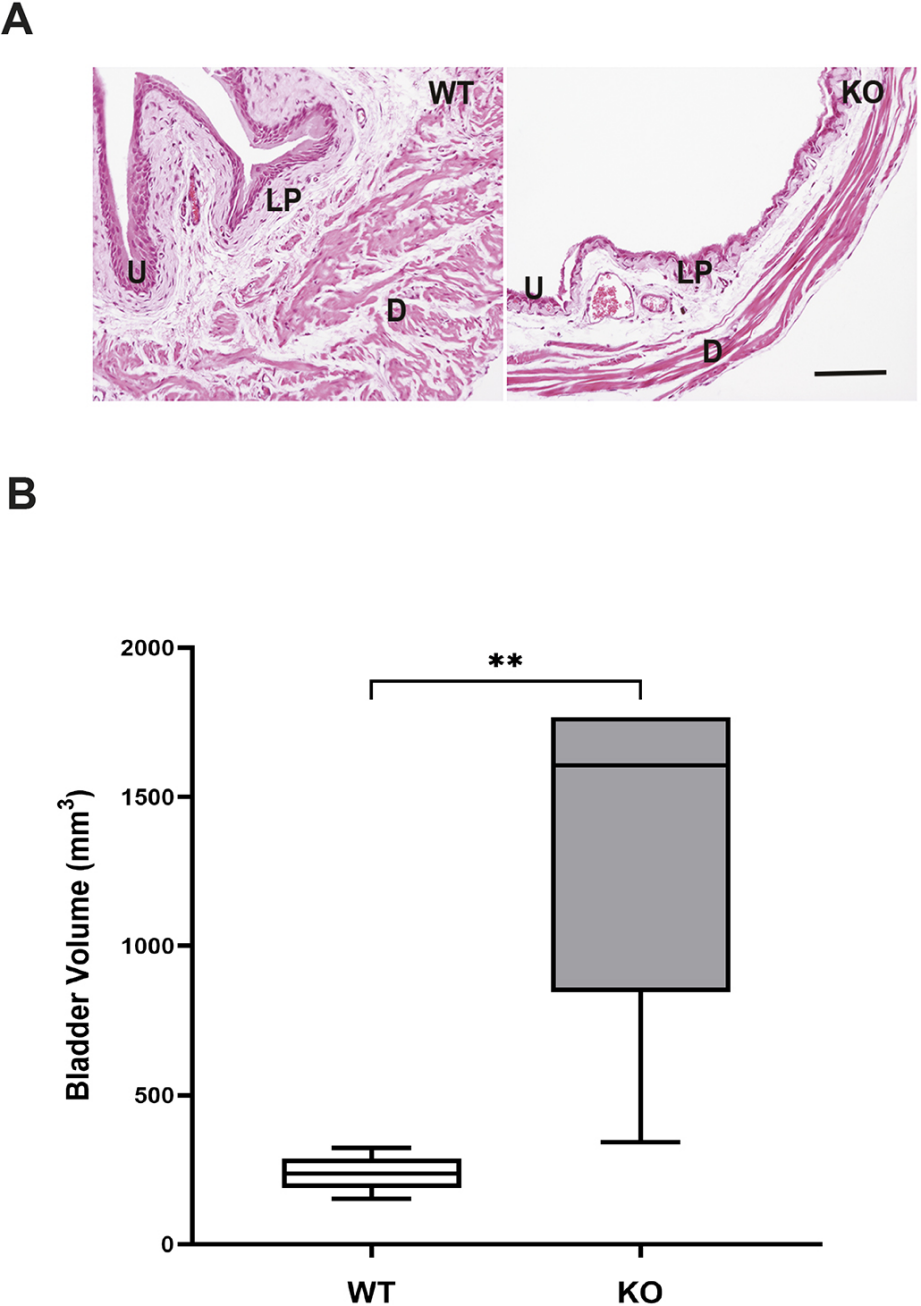
**Histological appearance of bladders and bladder volume.** (A) Representative Hematoxylin and Eosin (H&E)-stained images of wild-type (WT) and knockout (KO) bladders. D, detrusor; LP, lamina propria; U, urothelium. (B) Summarized data indicate significant enlargement of bladder volume in KO mice compared to that in WT mice. Data are shown as box and whiskers plot; center line is the median of the dataset, box limits indicate upper and lower quartiles, and whiskers show data minimum and maximum. *n*=6 WT and *n*=8 KO. **P<0.001 KO versus WT (unpaired two-tailed Student's *t*-test).

### Altered urination pattern in conscious KO mice

Bladder function was assessed in awake KO and WT mice by first evaluating voluntary voiding behavior in conscious WT and KO mice using uroflowmetry. WT mice typically exhibited several sustained voids per test session (Movie 1). In contrast, all KO mice exhibited voids that consisted of droplets of urine (Movie 2). Interestingly, urinary frequency was similar in WT and KO mice, and the weight of voided urine (indicative of voiding volume) and voiding frequency were not different between groups (Fig. 2A,B); however, voiding duration was significantly longer in knockout mice, indicative of reduced flow rate (Fig. 2C,D).

**Fig. 2.**
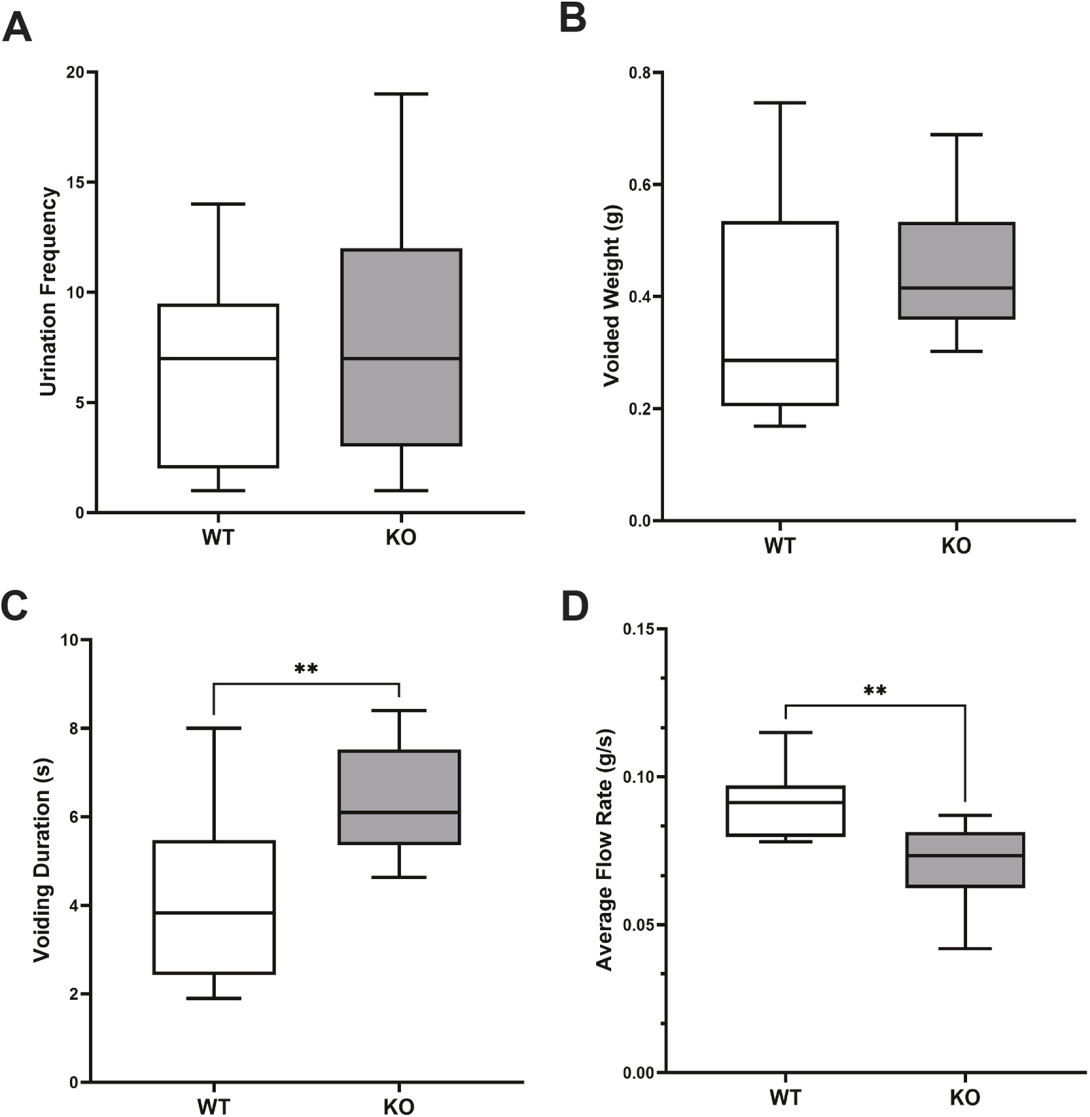
**Results of uroflowmetry.** (A-D) Summarized data of uroflowmetry indicate altered voiding pattern in KO mice. Urination frequency (A) and voided weight (B) were similar in WT and KO mice. The voiding duration (C) was increased, and flow rate (D) was reduced, in KO mice compared to WT mice. Data are shown as box and whiskers plots; center line is the median of the dataset, box limits indicate upper and lower quartiles, and whiskers show data minimum and maximum. *n*=9 WT and *n*=12 KO. **P<0.01 KO versus WT (unpaired two-tailed Student's *t*-test).

### Failure of regular voiding in KO mice during anesthetized cystometry

We next examined bladder function in anesthetized mice by performing continuous flow cystometry. Cystometry measures intravesical pressure during infusion of normal saline and determines several parameters associated with all phases of the micturition process. In response to saline infusion, all WT mice voided at regular intervals (Fig. 3A), similar to previously reported observations (Bjorling et al., 2015; Kim and Hill, 2017). In contrast, varying phenotypes were observed in KO mice, consistent with abnormal voiding physiology. In fact, four of seven KO mice had difficulty expelling urine during 1 h of saline infusion, and their bladders became overdistended (Fig. 3B). The other three KO mice that underwent anesthetized cystometry produced voids characterized by a series of contractions with release of droplets of urine, which were not considered to be complete voids, because bladder pressures did not return to baseline after contractions and release of urine (Fig. 3C).

**Fig. 3.**
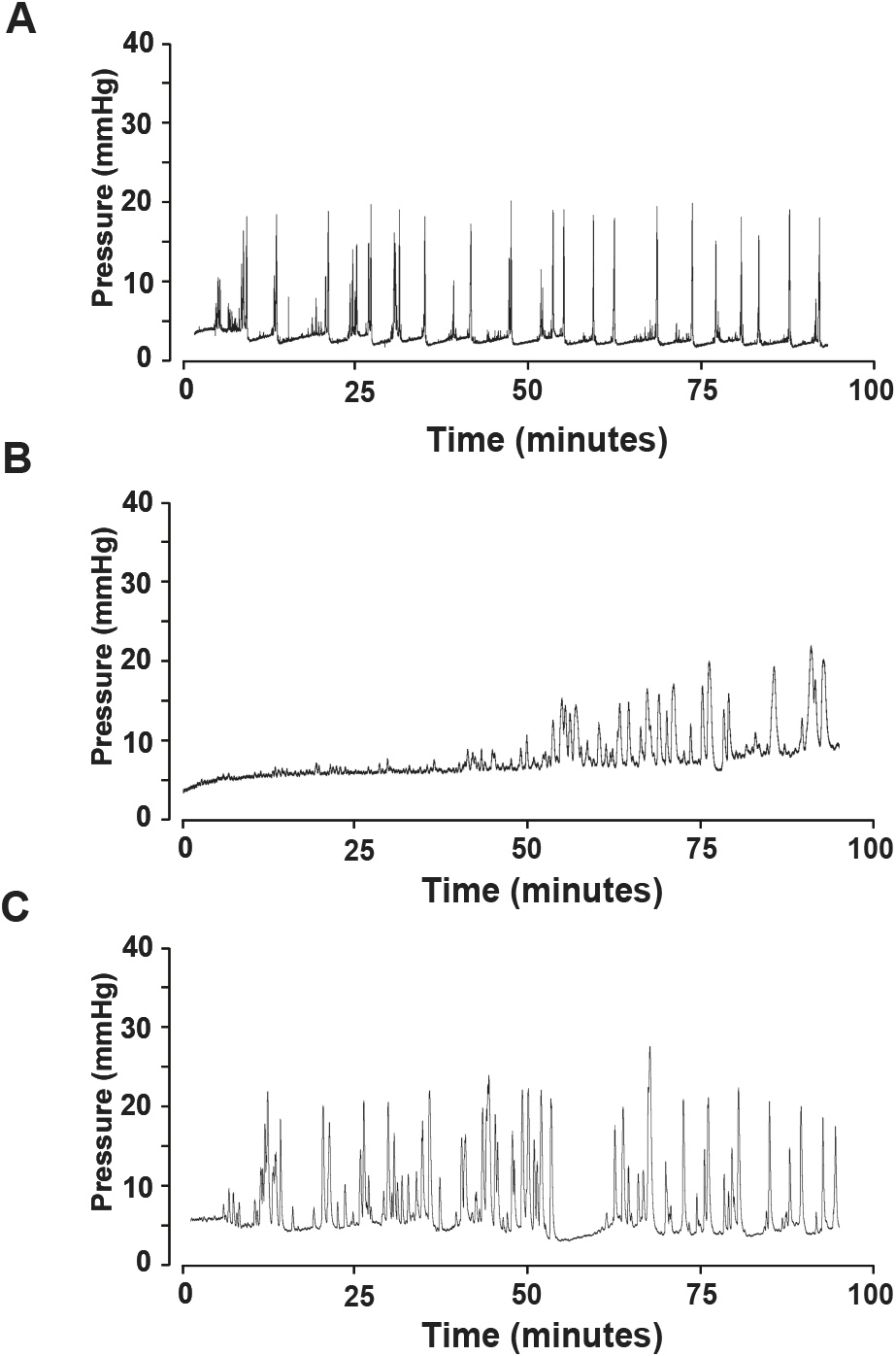
**Representative cystometrogram tracings of WT and KO mice.** (A) All WT mice had regular voids. (B,C) KO mice either had difficulty expelling urine through the urethra until a dribbling pattern characteristic of overflow was observed (B), or produced voids characterized by a series of contractions with release of droplets of urine and incomplete bladder emptying (C). *n*=5 WT and *n*=7 KO.

### Decrease in electrical field stimulation (EFS)-induced responses in KO bladders

During micturition, bladder contractions are primarily induced by the neurotransmitters acetylcholine and ATP released from parasympathetic nerves (Andersson and Arner, 2004). We sought to determine whether impaired micturition in KO mice was related to decreased detrusor smooth muscle contractility. We first evaluated responses of isolated bladder strips to increasing concentrations of the cholinergic agonist carbachol (CCH). No significant differences in contraction in response to CCH were observed between WT and KO mice (Fig. 4A). In addition, responses to the purinergic receptor P2X agonist α,β-methylene ATP (10 µM; Fig. 4B) and to KCl (60 mM; Fig. 4C), which induces bladder smooth muscle contractions by direct depolarization of cell membranes (Vasquez et al., 2017), were comparable between WT and KO mice. These findings indicate that, even though bladders of Mir29 KO mice were distended compared to those of WT mice, the intrinsic contractile properties of the detrusor muscles of bladders were the same between genotypic groups.

**Fig. 4.**
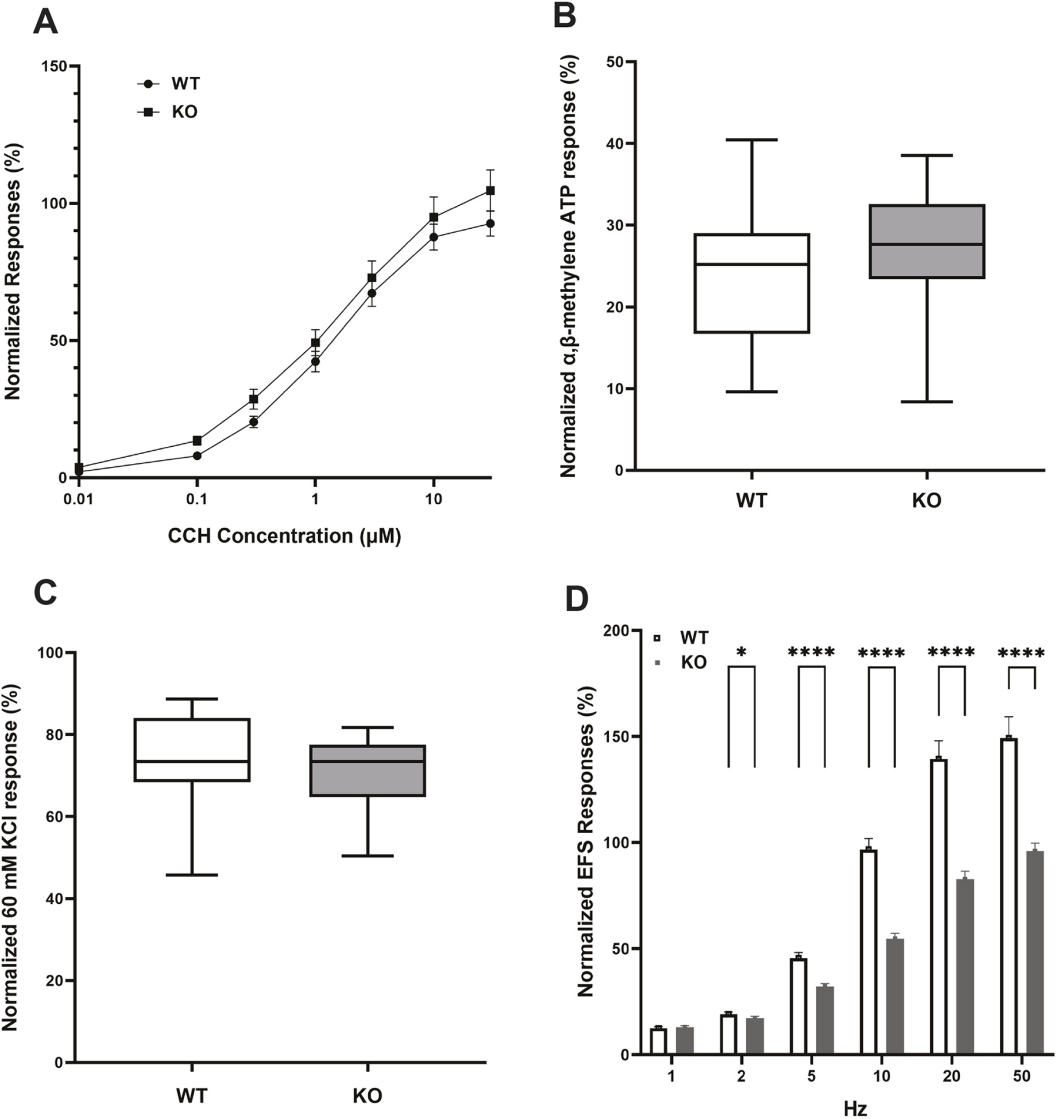
***In vitro* contractility of bladder tissue.** (A-D) KO bladders maintained contractile responses to carbachol (CCH; A), α,β-methylene ATP (B) and 60 mM KCl (C), but had impaired responses to electrical field stimulation (EFS; D), compared to WT bladders. Bars in A and D indicate s.e.m. Data in B and C are shown as box and whiskers plots; center line is the median of the dataset, box limits indicate upper and lower quartiles, and whiskers show data minimum and maximum. *n*=12 preparations from six mice of each genotype. *P<0.05, ****P<0.001, KO versus WT (unpaired two-tailed Student's *t*-test).

EFS allows evaluation of neurally mediated contractile responses of isolated tissue strips, and EFS typically induces contractions of bladder strips in a frequency-dependent manner (Yu et al., 2018). EFS was applied at frequencies ranging from 1 to 50 Hz. The magnitude of response to EFS was lower in KO bladders than in WT bladders at 2, 5, 10, 20 and 50 Hz (Fig. 4D), indicating impaired neurotransmission in KO bladders.

### Differential gene expression analyzed with RNA sequencing (RNAseq)

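RNA from the bladders of 6 KO and 6 WT male mice was sequenced as 1 library per mouse. The paper gives the age of the mice as 5 to 9 months, and the labels of the libraries name the KO genotype as a knockout of Mir29a, whereas the paper describes mice that lack both miR-29a and miR-29b1. The deposited table lists 54532 genes of mm10 with the authors' raw counts and FPKM values for each library, and with the authors' DESeq2 comparison of KO with WT. Counts assigned to genes totalled 17601777 to 21620866 per KO library (median 18410942) and 17047504 to 20513026 per WT library (median 18585250). The paper states a sequencing depth of more than 30 M reads (M, 1e6); the values given here use the counts assigned to genes. Mir29a, Mir29b-1, Mir29b-2 and Mir29c, the genes of the miRNA precursors, had a count of 0 in all 12 libraries. A count of 0 allows a level of up to 0.139 to 0.176 CPM (counts per 1e6 counts), depending on the library and for counting error only, so that these genes neither show the deletion nor check the labels.

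The raw counts were compared with edgeR's quasi-likelihood F-test after TMM normalization, over the 16246 genes that passed edgeR's filter on low counts and that hold 99.9% of all counts. A gene was called higher or lower in KO bladders at a Benjamini-Hochberg adjusted p of at most 0.05 and a log2 fold change of KO over WT of at least 0.585 in size, which is log2 of 1.5. Levels are CPM on TMM-scaled library sizes, as mean ± SD over 6 mice. The groups of genes are 32 lists of matrix proteins, miR-29 targets, channels, receptors and markers of the cell types of the bladder. Each list was tested with camera, which compares the genes of a list with all other genes, with a preset correlation of 0.01 between genes and again with a correlation estimated from the data, and adjusted over the 32 lists. The test, the thresholds, the lists and the rule for naming genes were fixed before the data were examined. Lists of keratins, cornified epithelium, aquaporins, cytokines, the interferon response and potassium channels cover groups that the paper reports as changed in these libraries. The tests of those lists are therefore not independent evidence of their direction. With 6 mice per genotype, an exact two-sided permutation test cannot give a p below 0.00216.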

We used RNAseq to identify genes that were differentially expressed between WT and KO bladders. We were interested in genes with the potential to affect bladder remodeling and cause physiological dysfunction in KO mouse bladders, particularly potential targets of miR-29 as predicted by TargetScan. RNAseq analysis demonstrated a remarkable consistency of gene expression in both WT and KO groups (Fig. S1, Table S1). 

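Gene expression was similar in all 12 bladders and, on average, more similar within a genotype than between genotypes. Across the 16246 tested genes, Pearson's r of log2 CPM averaged 0.961 between KO bladders (range 0.939 to 0.979) and 0.974 between WT bladders (range 0.961 to 0.982). Between a KO and a WT bladder it averaged 0.955 (range 0.932 to 0.975). These correlations are across genes, which are not independent replicates. The mean within genotypes exceeded the mean between genotypes by 0.0122 (exact permutation test over all splits of the libraries into 6 and 6, p = 0.00216). KO replicate 5 had the lowest mean r with the other KO bladders, at 0.949, and KO replicate 2 had a mean r of 0.9648 with the other KO bladders and of 0.9655 with the WT bladders.

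On the 500 most variable genes, the first principal component held 37.8% of the variance and placed the KO bladders between 9.05 and 26.5 and the WT bladders between −23.1 and −14.6. Mitochondrially encoded genes took 2.02% ± 0.333 of counts in KO and 2.58% ± 0.391 in WT bladders (exact permutation test, p = 0.0281, 0.0704 when adjusted over 5 library measures). The 10 most abundant genes of each library took 7.45% ± 0.80 of counts in KO and 8.55% ± 0.487 in WT bladders (exact permutation test, p = 0.0238, 0.0704 when adjusted).

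**Figure D1:**
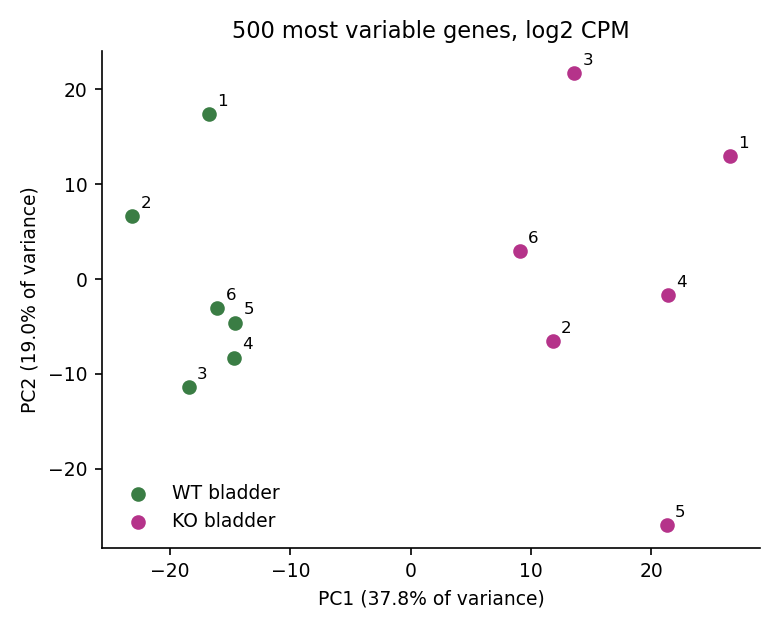
Position of each of the 12 bladder libraries on the first 2 principal components of log2 CPM over the 500 most variable genes, with the share of variance on each axis (37.8% and 19.0%). Each point is 1 mouse; the KO libraries lie between 9.05 and 26.5 on the first component and the WT libraries between −23.1 and −14.6.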

To focus on the most biologically relevant changes while reducing the number of false positives, differential expression was determined using a threshold log_2_(1.5) fold-change cutoff. This resulted in 329 significantly upregulated and 425 downregulated genes when results from bladders of KO mice were compared with those obtained from bladders of WT mice (Fig. 5A). 

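In the bladders of KO mice, 504 genes were higher and 585 were lower than in WT bladders. The gene with the largest rise was Lncpint (ENSMUSG00000044471), a long non-coding RNA gene on the minus strand of chromosome 6 from 31082565 to 31220488, whose nearest end is 19818 bases from Mir29a. Its level was 477 ± 134 CPM (SD, n = 6) in KO and 1.32 ± 0.398 CPM (SD, n = 6) in WT bladders. This is a log2 fold change of 8.49 (standard error 0.30, adjusted p = 1.38e-10 from edgeR), and the lowest KO bladder, KO replicate 5, stood at 225 CPM against 1.81 CPM in the highest WT bladder. Gm27019 (minus strand, 31063092 to 31063495) overlaps the end of the Mir29b-1 precursor by 2 bases. It had 49 counts over the KO libraries (2 to 23 in each) and 1 over the WT libraries. These were too few to pass the filter on low counts used here. In the authors' deposited DESeq2 comparison, the log2 fold change of Gm27019 is 5.05 (adjusted p = 0.00032).

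Pigr, the receptor that carries polymeric immunoglobulins across epithelia, rose from 6.95 ± 1.09 to 140 ± 29.8 CPM (log2 fold change 4.33, adjusted p = 4.86e-10 from edgeR). Bglap3, an osteocalcin-related gene that may share reads with its paralogs, had a log2 fold change of 6.46, and Cxcr2, a receptor for neutrophil chemokines, one of 3.50. Among the genes that fell, Plppr5, a phospholipid phosphatase-related membrane protein, had a log2 fold change of −3.99. Alox15, a lipoxygenase, had one of −3.11 (−3.74 to −2.82 with 1 library left out). Gria1, a glutamate receptor subunit, fell by 2.43 on the log2 scale, and Slc47a1, an exporter of organic cations, fell from 20.5 ± 2.01 to 4.47 ± 1.56 CPM. Copg2, a coat protein gene near the deleted miRNA genes, had a log2 fold change of 0.07 and was not called. Gm43800, a transcript of unknown kind 226216 bases from Mir29a, was 1.44 ± 0.448 CPM in KO and 0.68 ± 0.21 CPM in WT bladders (log2 fold change 1.07, adjusted p = 0.0482 from edgeR). It was not called with limma-voom (adjusted p = 0.0611), upper-quartile normalization (0.0552) or no filter (0.129), on log2(FPKM + 1), or without KO replicate 1, 2, 3, 4 or 6 or WT replicate 2, 3, 4, 5 or 6 (0.0506 to 0.106). Within 10 Mb of Mir29a, 10 of 109 tested genes were called (9.17%), against 6.69% elsewhere (Fisher's exact test, two-sided, p = 0.332).

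In 800 tested genes, of which 553 were called, the levels of the 6 KO and the 6 WT bladders did not overlap, where chance gives 35.2 genes (0.216%). The number of lower genes was 362 without WT replicate 2. On log2(FPKM + 1) in place of counts, 326 genes were higher and 308 lower.

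**Figure D2:**
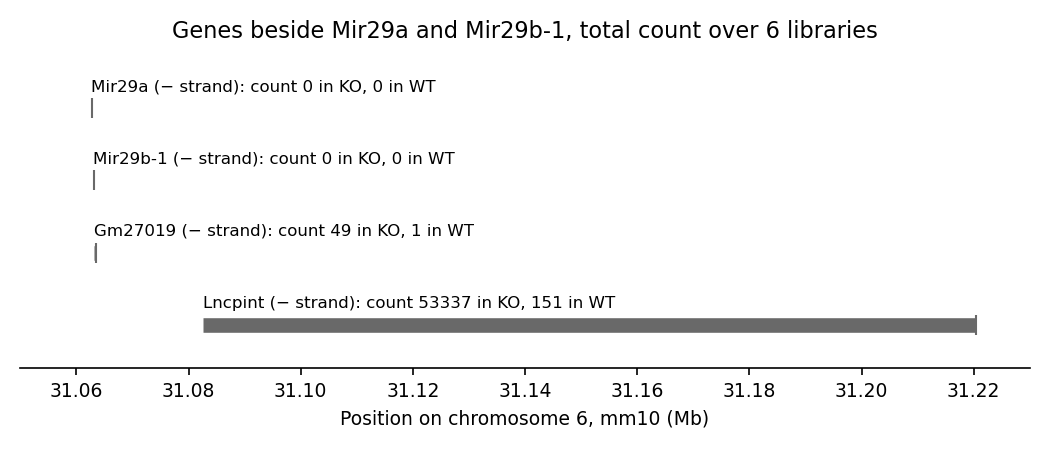
Map of chromosome 6 of mm10 around Mir29a, with position in Mb on the horizontal axis and each gene drawn to scale with its total count over the 6 KO and the 6 WT libraries. Mir29a and Mir29b-1 have 0 counts in both genotypes, Gm27019 has 49 in KO and 1 in WT, and Lncpint has 53337 in KO and 151 in WT.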

Elastin, a direct target of miR-29 and a key element of bladder extracellular matrix (ECM) (Ekman et al., 2013), was among the top 50 most upregulated genes in KO bladders (Fig. 5B). 

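Elastin mRNA was 1264 ± 605 CPM (SD, n = 6) in KO bladders and 196 ± 76.2 CPM (SD, n = 6) in WT bladders, a log2 fold change of 2.69 (standard error 0.35, adjusted p = 0.00032 from edgeR). The KO bladders ranged from 595 to 1970 CPM and all lay above the WT bladders, which ranged from 78.1 to 257 CPM (exact permutation test, two-sided, p = 0.00216). Eln (ENSMUSG00000029675) lies on the minus strand of chromosome 5 from 134702593 to 134747323. Its 3′ UTR of 1188 bases contains the miR-29 site TGGTGCT 3 times, at 134703737 to 134703743, 134703490 to 134703496 and 134703477 to 134703483. The first 2 of these sites are followed by an A, as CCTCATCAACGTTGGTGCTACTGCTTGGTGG and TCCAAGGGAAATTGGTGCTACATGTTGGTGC on the strand of the gene.

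By log2 fold change, Eln ranked 30 of the 504 genes called higher. Its rank was 69 with DESeq2, 62 with no filter on low counts, 19 on log2(FPKM + 0.1) and 6 on log2(FPKM + 1). Eln was called higher under each of these. Ordered by p, it ranked 54 of the 504. Among the authors' higher genes with a log2 fold change of at least 1, it ranked 43 by adjusted p and 69 by log2 fold change.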

Additional predicted miR-29 targets that were upregulated included collagen IV and secreted protein acidic and rich in cysteine (SPARC). 

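Both genes of the major collagen IV of basement membranes and Sparc, which encodes a collagen-binding matricellular protein, were higher in KO bladders. Sparc rose from 1772 ± 408 CPM in WT to 4418 ± 673 CPM in KO bladders (SD, n = 6 each), a log2 fold change of 1.32 (standard error 0.17, adjusted p = 0.000245 from edgeR). Every KO bladder had more Sparc mRNA than every WT bladder (exact permutation test, two-sided, p = 0.00216). Col4a1 was 2504 ± 948 CPM in KO and 1252 ± 422 CPM in WT bladders, a log2 fold change of 1.00 (standard error 0.26, adjusted p = 0.0258 from edgeR). Col4a2 was 1673 ± 508 CPM in KO and 912 ± 256 CPM in WT bladders, a log2 fold change of 0.88 (standard error 0.22, adjusted p = 0.0216 from edgeR).

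Col4a1 (ENSMUSG00000031502; minus strand, 11198423 to 11312826) and Col4a2 (ENSMUSG00000031503; plus strand, 11312805 to 11449287) lie head to head on chromosome 8. The 3′ UTR of Col4a1 contains 1 miR-29 site, at 11199762 to 11199768, and that of Col4a2 contains 2, at 11448359 to 11448365 and at 11448530 to 11448536. The 3′ UTR annotated for Sparc (ENSMUSG00000018593; chromosome 11, minus strand, 55394500 to 55423183) is 1085 bases long and contains no TGGTGCT; it contains GGTGCTA, another 7-base match to the seed that was searched after the data were seen, 2 times.

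The call of Col4a1 was lost without KO replicate 1 (adjusted p = 0.051), KO replicate 4 (0.0633), WT replicate 1 (0.0524), WT replicate 2 (0.0638), WT replicate 3 (0.0536) or WT replicate 4 (0.0547). That of Col4a2 was lost without KO replicate 4 (adjusted p = 0.0529) or WT replicate 2 (0.0555). Both calls were lost with the replicate number as a block (edgeR, adjusted p = 0.0915 for Col4a1 and 0.0843 for Col4a2). Neither the labels nor the paper says whether replicate numbers pair the mice. The log2 fold changes stayed positive.

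**Figure D3:**
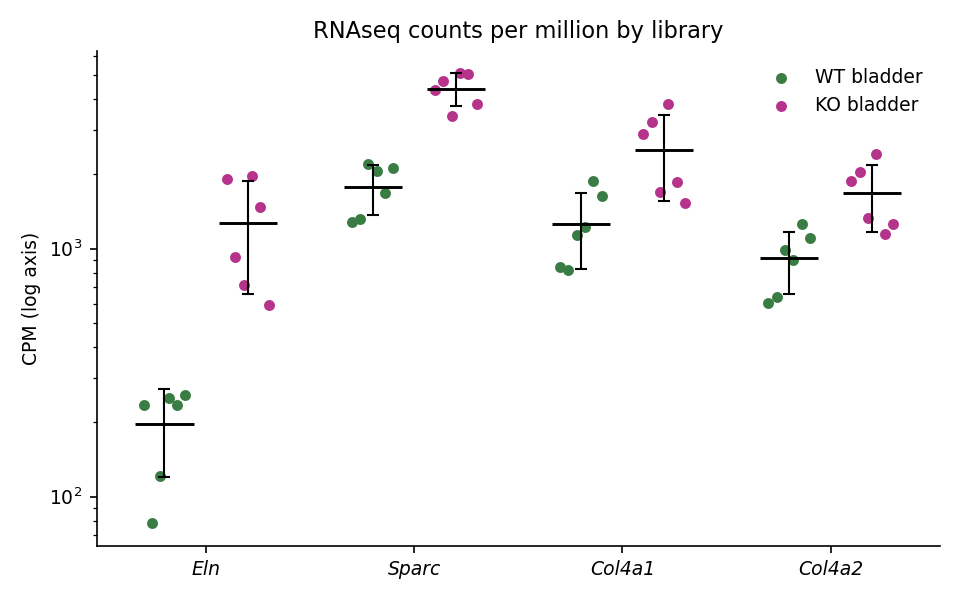
CPM of Eln, Sparc, Col4a1 and Col4a2 in each bladder, on a log axis, for 6 KO and 6 WT mice. Points are mice, lines are means and bars are the SD; the KO and WT points of Eln and Sparc do not overlap, and those of Col4a1 and Col4a2 do.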

Expression of several other ECM molecules was also increased (Fig. 5B). 

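Genes of other collagens, of matrix cross-linking and of matrix breakdown that are shown in Fig. 5B were higher in KO bladders. Col17a1, the collagen of epithelial hemidesmosomes, rose from 21.7 ± 4.50 to 75.3 ± 24.0 CPM (SD, n = 6 each), a log2 fold change of 1.80 (standard error 0.21, adjusted p = 0.000146 from edgeR). Loxl2, an enzyme that cross-links collagen and elastin, rose from 84.0 ± 26.6 to 229 ± 110 CPM, a log2 fold change of 1.45 (standard error 0.30, adjusted p = 0.00675 from edgeR). Mmp3, the matrix protease stromelysin-1, was 4.39 ± 2.70 CPM in KO and 1.12 ± 0.606 CPM in WT bladders, a log2 fold change of 1.96 (adjusted p = 0.00664 from edgeR); KO replicate 1 had the most, at 9.84 CPM, far from the other KO bladders. Col9a3, a chain of collagen IX, was 3.38 ± 1.55 CPM in KO and 1.05 ± 0.606 CPM in WT bladders, a log2 fold change of 1.67 (adjusted p = 0.0194 from edgeR).

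The 3′ UTR of Loxl2 contains 2 miR-29 sites, starting at 69694748 and 69695110 of chromosome 14, and those of Col17a1, Col9a3 and Mmp3 contain none. All 7 genes of Fig. 5B were called higher. They were chosen by the study on these libraries, so that this count is not independent evidence of their direction. Col9a3 was not called on log2(FPKM + 1), where its log2 difference was 0.54.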

Quantitative RT-PCR confirmed a nearly sixfold increase in elastin message in the KO bladders relative to WT bladders (Fig. 6A). In addition, RT-PCR also revealed a moderate, but significant, increase in expression of collagen 1a1 and 3a1 in the KO bladders (Fig. 7A). Data generated by RNAseq were analyzed using the Kyoto Encyclopedia of Genes and Genomes (KEGG) database to identify differentially regulated pathways in bladders from KO mice compared to those from WT mice (Kanehisa et al., 2023), and data were further interrogated using Database for Annotation, Visualization and Integrated Discovery (DAVID) to assess gene ontology (Huang et al., 2007). These analyses revealed multiple potential pathways that were differentially regulated in bladders from KO mice relative to bladders from WT mice. 

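Genes of keratins and desmosomes, the filaments and junctions of epithelial cells, were higher in KO bladders, with 15 of 29 tested members higher and none lower (17 and none when adjusted over the list alone). Their median log2 fold change was 0.65. Dsc2, a desmosomal cadherin, rose from 21.2 ± 5.04 to 57.0 ± 13.0 CPM (SD, n = 6 each; log2 fold change 1.43, adjusted p = 0.000274 from edgeR), and Pkp1, a desmosomal plaque protein, from 21.2 ± 5.02 to 52.8 ± 12.5 CPM. Krt78 had a log2 fold change of 1.41 and Krt19, a keratin of simple epithelia and urothelium, one of 0.85. Of 20 markers of basal, squamous and cornified epithelium, 9 of which are also in the first list, 8 were higher and 1 was lower (10 and 2 when adjusted over the list alone), with a median log2 fold change of 0.65. Krt13, a keratin of stratified mucosa, had a log2 fold change of 4.01 (2.87 to 4.29 with 1 library left out). Tgm3, a transglutaminase of cornifying cells, fell by 1.36 on the log2 scale. The list also holds Col17a1, which the study shows in Fig. 5B. Of 17 markers of differentiated urothelium, 5 of which are keratins of the first list, 4 were higher and none was lower (4 and none when adjusted over the list alone; median log2 fold change 0.47).

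Of 6 aquaporins, the water channels, Aqp9 rose from 2.54 ± 0.914 to 15.8 ± 3.49 CPM and Aqp5 from 1.21 ± 1.03 to 5.52 ± 1.79 CPM; the other 4 were not called, and the counts were the same when adjusted over the list alone (median log2 fold change 0.43). Of 8 genes of neutrophils and inflammatory cytokines, 3 were higher and none was lower, also when adjusted over the list alone (median log2 fold change 0.80). Il33, an epithelial alarmin, had a log2 fold change of 1.85 (1.23 to 2.03 with 1 library left out). Il1rn, an antagonist of interleukin 1, had one of 1.49.

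The camera test with the preset correlation gave an adjusted p of 1.95e-13 for keratins and desmosomes, 1.3e-06 for basal and squamous epithelium, 1.51e-05 for urothelium, 0.00101 for aquaporins and 0.034 for neutrophils and cytokines. The adjusted p with an estimated correlation was 0.0276 for keratins and for basal epithelium and 0.0332 for aquaporins, but 0.201 for urothelium and 0.437 for neutrophils and cytokines. This last list was also lost with limma-voom (0.0818), with no filter (0.0538), and without KO replicate 3 (0.133) or WT replicate 3 (0.0685), 4 (0.0628) or 5 (0.05). With 1 library left out, 11 to 18 keratin and desmosome genes, 7 to 9 basal and squamous genes, 2 to 6 urothelial genes and 2 to 3 genes of neutrophils and cytokines were higher.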

(Pathways identified by analysis of gene ontology that were upregulated in bladders from KO mice are shown in Fig. S1, and those that were downregulated are presented in Fig. S2.) It is interesting to note that 17 genes associated with the ECM within the cellular component were upregulated in bladders of KO mice. This is consistent with the previously identified role for miR-29 to suppress expression of components of the ECM. In contrast, multiple genes regulating ion transporters and channels, particularly those associated with potassium movement and signaling, were downregulated in RNA extracted from KO bladders.

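Of 38 tested genes of the interferon response, 12 were lower in KO bladders and none was higher (14 lower and 1 higher when adjusted over the list alone), with a median log2 fold change of −0.54 and an adjusted p of 0.192 from camera with an estimated correlation. Gbp5, a guanylate-binding protein induced by interferon, fell from 22.7 ± 5.48 to 8.20 ± 1.88 CPM (SD, n = 6 each; log2 fold change −1.47, adjusted p = 0.000251 from edgeR), and Gbp3 fell from 28.9 ± 5.19 to 12.6 ± 4.64 CPM. Of 17 genes of macrophages and antigen presentation, 7 were lower and none was higher (15 and none when adjusted over the list alone; median −0.82). Csf1r, the receptor for the macrophage growth factor, fell from 89.9 ± 17.4 to 43.9 ± 8.98 CPM, and Adgre1, which encodes the macrophage antigen F4/80, from 25.7 ± 6.23 to 9.94 ± 3.11 CPM. Of 10 genes of T, B and plasma cells, 3 were lower (Cd2, Cd4 and Ighm) and none was higher (7 and none when adjusted over the list alone; median −1.24). Cd4 was not called on log2(FPKM + 1) (log2 difference −0.40) or without WT replicate 2 (adjusted p = 0.0617) or WT replicate 4 (0.0532), KO replicate 5 having the lowest KO level of it, far from the others. Cd2 was not called with no filter (0.092), on log2(FPKM + 1) (log2 difference −0.43) or without KO replicate 1, 2, 3 or 4 or WT replicate 1, 2, 3, 4 or 5 (adjusted p-values of 0.078 to 0.117), and Ighm was not called with limma-voom (0.0561) or without KO replicate 1, 2, 4 or 5 or WT replicate 2, 3, 4 or 5 (0.0636 to 0.0941).

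Of 13 markers of Schwann cells and glia, which ensheath axons, 6 were lower and none was higher, also when adjusted over the list alone, with a median log2 fold change of −0.66. Sox10, a transcription factor of glia, fell from 7.33 ± 0.838 to 3.87 ± 1.05 CPM, and Gfra3, a receptor subunit for artemin, from 12.4 ± 2.07 to 4.96 ± 1.88 CPM.

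The camera test with the preset correlation gave adjusted p-values of 2.07e-10 for the interferon response, 1.95e-11 for macrophages, 0.000152 for T, B and plasma cells and 1.51e-05 for Schwann cells. With an estimated correlation, the adjusted p was 0.0192 for Schwann cells. It was 0.192 for the interferon response, 0.137 for macrophages and 0.167 for T, B and plasma cells. With 1 library left out, 10 to 13 genes of the interferon response, 5 to 11 of macrophages, 0 to 3 of T, B and plasma cells and 4 to 6 of Schwann cells were lower.

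**Figure D4:**
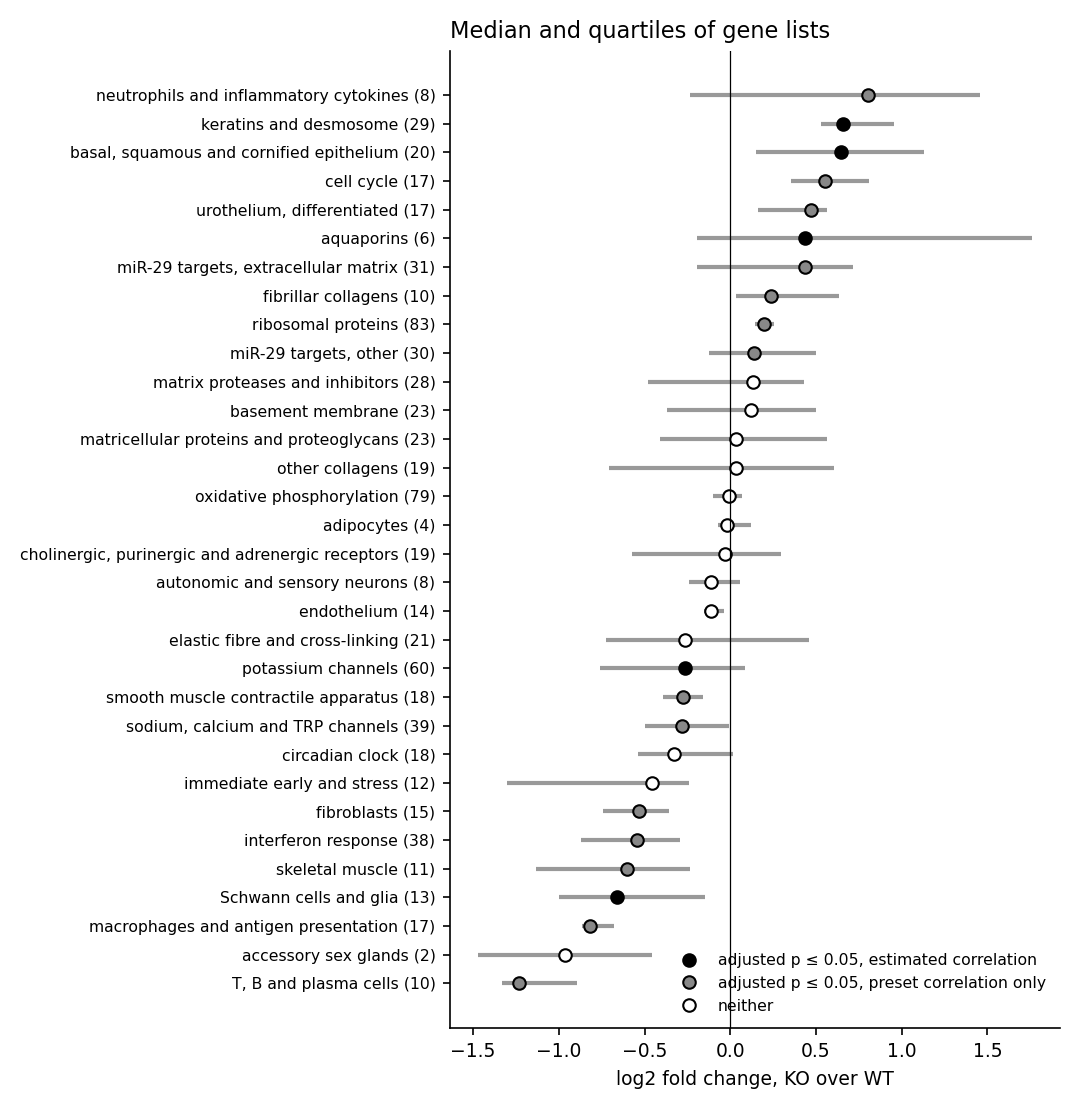
Median log2 fold change of KO over WT for each of the 32 gene lists (points) with the lower and upper quartile of its tested genes (bars). Black points pass camera with the preset and with the estimated correlation, grey points with the preset correlation only and white points with neither; the medians run from −1.24 for T, B and plasma cells to 0.80 for neutrophils and inflammatory cytokines.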

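Matrix genes moved in both directions in KO bladders. Of 21 genes of elastic fibres and cross-linking, 3 were higher and 6 lower, also when adjusted over the list alone. Beside Eln and Loxl2, which were higher, Fbln5, a fibulin that guides elastic fibre assembly, fell from 149 ± 16.5 to 73.0 ± 20.8 CPM (SD, n = 6 each; log2 fold change −1.03, adjusted p = 0.00146 from edgeR). Emilin2 and Efemp1, other glycoproteins of elastic fibres, fell by 1.01 and 0.72 on the log2 scale. The median of this list was −0.26 and its mean 0.04, of opposite sign. Of 10 fibrillar collagen genes, 3 were higher and none was lower, also when adjusted over the list alone (median log2 fold change 0.24); Col5a2, a chain of collagen V, rose from 214 ± 21.5 to 341 ± 77.5 CPM.

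Of 23 basement membrane genes, 3 were higher, Col4a1 and Col4a2 among them, and 2 were lower, with 3 each way when adjusted over the list alone (median 0.12); Lamb1, a laminin chain, fell from 159 ± 14.5 to 102 ± 6.26 CPM. Of 19 other collagen genes, 3 were higher and 3 lower (5 each way when adjusted over the list alone; median 0.03), and Col14a1, a collagen that binds to collagen fibrils, fell from 325 ± 45.9 to 134 ± 33.4 CPM. Of 23 matricellular proteins and proteoglycans, 3 were higher and 2 lower (5 and 4 when adjusted over the list alone; median 0.03). Of 28 matrix proteases and inhibitors, 2 were higher and 2 lower (2 and 5 when adjusted over the list alone), with a median of 0.13 and a mean of −0.01; Plat, tissue plasminogen activator, had a log2 fold change of 1.13. Markers of fibroblasts, the cells that make most of this matrix, were lower in 3 of 15 cases and higher in none (6 and none when adjusted over the list alone; median −0.53). Cd34, a surface marker of these cells, fell from 171 ± 19.3 to 102 ± 23.4 CPM and Dpt, which encodes dermatopontin, from 102 ± 29.0 to 45.8 ± 20.7 CPM.

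The lists hold genes that the study shows in Fig. 5B, whose direction is not independent evidence. Camera with the preset correlation gave an adjusted p of 3.87e-07 for fibroblasts (adjusted p = 0.0951 with an estimated correlation) and 0.0439 for fibrillar collagens (adjusted p = 0.489 with an estimated correlation), and 0.0994, 0.865, 0.995, 0.927 and 0.999 for elastic fibres, basement membrane, other collagens, matricellular proteins and proteases. Fibrillar collagens were lost with DESeq2 (0.0505), with a stricter filter (0.0506), and without KO replicate 2 (0.107), 4 (0.122) or 5 (0.0905) or WT replicate 1 (0.131) or 5 (0.0581), and elastic fibres passed, as lower, without KO replicate 4 (0.0367) or WT replicate 1 (0.0468). With 1 library left out, 1 to 4 fibrillar collagens (1 without KO replicate 4 or WT replicate 5), 0 to 5 basement membrane genes, 2 to 4 genes of elastic fibres, 3 to 4 other collagens, 1 to 4 matricellular genes and 2 to 3 proteases and inhibitors were higher. In the same fits, 1 to 4 basement membrane genes, 6 genes of elastic fibres, 2 to 4 other collagens, 0 to 3 matricellular genes, 1 to 3 proteases and inhibitors and 2 to 7 fibroblast markers were lower.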

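Of 31 genes of the extracellular matrix listed as miR-29 targets, 9 were higher in KO bladders and none was lower (10 higher and 1 lower when adjusted over the list alone), with a median log2 fold change of 0.43; with 1 library left out, 5 to 11 were higher and 0 to 2 lower. The 9 include Eln, Sparc, Loxl2, Col4a1 and Col4a2, which the study names, so that the count is not independent evidence of their direction. In this list, 25 genes have the miR-29 site TGGTGCT in the 3′ UTR, and 8 of these were higher (median 0.50); of the 6 without, 1 was higher (Sparc, which contains GGTGCTA; median −0.03). Of 30 other miR-29 targets, 3 were higher and none was lower (4 and none when adjusted over the list alone; 3 to 5 higher and 0 to 1 lower with 1 library left out; median 0.14). These were Tdg, a DNA glycosylase of DNA demethylation, which rose from 27.9 ± 5.51 to 50.4 ± 7.56 CPM (SD, n = 6 each), Tet3, a 5-methylcytosine oxidase (log2 fold change 0.77), and Nasp, a histone chaperone (0.70, but 0.55 and not called on log2(FPKM + 1)). Their 3′ UTRs contain 3, 8 and 3 miR-29 sites.

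Among 13950 protein-coding genes with an annotated 3′ UTR, the 2157 with a miR-29 site lay above the 11793 without by 0.065 on the log2 scale (95% interval 0.049 to 0.081) after a trend on 3′ UTR length was removed. The 139 other orders of the same 7 bases gave shifts of −0.045 to 0.056, so that the miR-29 site ranked first of 140 (permutation test over the orders of the bases, p = 0.00714, the smallest that 140 orders allow). Without the removal of the trend the shift was 0.04 (same permutation test, p = 0.1).

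Camera gave the matrix targets an adjusted p of 0.000333 with the preset correlation (adjusted p = 0.307 with an estimated correlation), and the other targets 0.046 (adjusted p = 0.437 with an estimated correlation). The other targets were lost with limma-voom (0.0565), with a stricter filter (0.0506), and without KO replicate 1 (0.0565), 2 (0.158) or 4 (0.121) or WT replicate 3 (0.109) or 4 (0.0657). The paper describes the upregulation of genes associated with the ECM in KO bladders as compatible with the known role of miR-29 in suppressing ECM components.

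**Figure D5:**
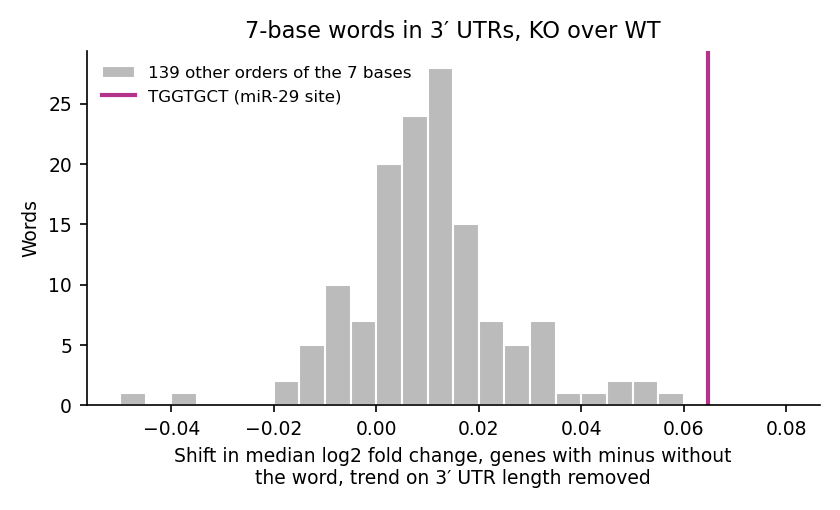
Shift in median log2 fold change of KO over WT between genes with and without a 7-base word in the 3′ UTR, after the trend on 3′ UTR length was removed (horizontal axis, log2), against the number of words (vertical axis). Bars are the 139 other orders of the same bases, between −0.045 and 0.056, and the line is the miR-29 site TGGTGCT, at 0.065.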

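Potassium channel genes were lower in KO bladders, with 9 of 60 tested members lower and 2 higher (12 and 2 when adjusted over the list alone; 5 to 11 lower and 1 to 2 higher with 1 library left out) and a median log2 fold change of −0.27. Kcna2, a voltage-gated channel of axons and smooth muscle, fell from 18.7 ± 3.39 to 6.71 ± 3.35 CPM (SD, n = 6 each), a log2 fold change of −1.47 (standard error 0.28, adjusted p = 0.0040 from edgeR). Kcnq5, a channel of the M-current family, fell from 8.81 ± 2.87 to 2.97 ± 0.780 CPM (log2 fold change −1.56, adjusted p = 0.000893 from edgeR). Kcnn2, a small-conductance channel opened by calcium, fell from 11.3 ± 2.52 to 4.44 ± 2.30 CPM (log2 fold change −1.35, adjusted p = 0.00694 from edgeR). In these 3 genes, every KO bladder lay below every WT bladder. The list was drawn up by gene name and holds 3 non-coding genes, Kcnmb4os2, Kcnq1ot1 and Kcnd3os, none of which was called; the other 57 genes are protein-coding. The 2 higher members were Kcne1, an auxiliary subunit (log2 fold change 0.79, but not called on log2(FPKM + 1)), and Kcnj8, a pore subunit of ATP-sensitive channels (0.87, adjusted p = 0.0351 from edgeR).

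Of 39 genes of sodium, calcium and TRP channels, 2 were lower and none was higher, also when adjusted over the list alone. Leaving out 1 library gave 1 to 2 lower and 0 to 1 higher. The median log2 fold change was −0.28. DESeq2 called 5 of the 39 lower and limma-voom 1, and neither called any higher. Scn7a, a sodium channel of glia and neurons, fell from 47.3 ± 5.77 to 28.3 ± 5.85 CPM (log2 fold change −0.74, adjusted p = 0.00411 from edgeR). Scn3b, an auxiliary subunit of sodium channels, fell by 1.00 on the log2 scale (adjusted p = 0.0436 from edgeR); it was not called with limma-voom (0.0614), with no filter (0.09), on log2(FPKM + 1) (0.0615) or log2(FPKM + 0.1) (0.0554), or without KO replicate 1, 2, 3, 5 or 6 or WT replicate 1, 2, 3, 4 or 6 (0.0521 to 0.112). Markers of Schwann cells and genes of the smooth muscle contractile apparatus, both of cells that express some of these channels, had median log2 fold changes of −0.66 and −0.28 in the same libraries.

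Camera gave potassium channels an adjusted p of 0.000878 with the preset correlation (adjusted p = 0.0276 with an estimated correlation), and the other channels 0.00203 (adjusted p = 0.137 with an estimated correlation). Kcnj8 was not called with limma-voom (adjusted p = 0.053), on log2(FPKM + 1) (0.0626) or log2(FPKM + 0.1) (0.0614), or without KO replicate 2, 4 or 5 or WT replicate 1, 2, 3 or 6 (0.0573 to 0.0818).

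**Figure D6:**
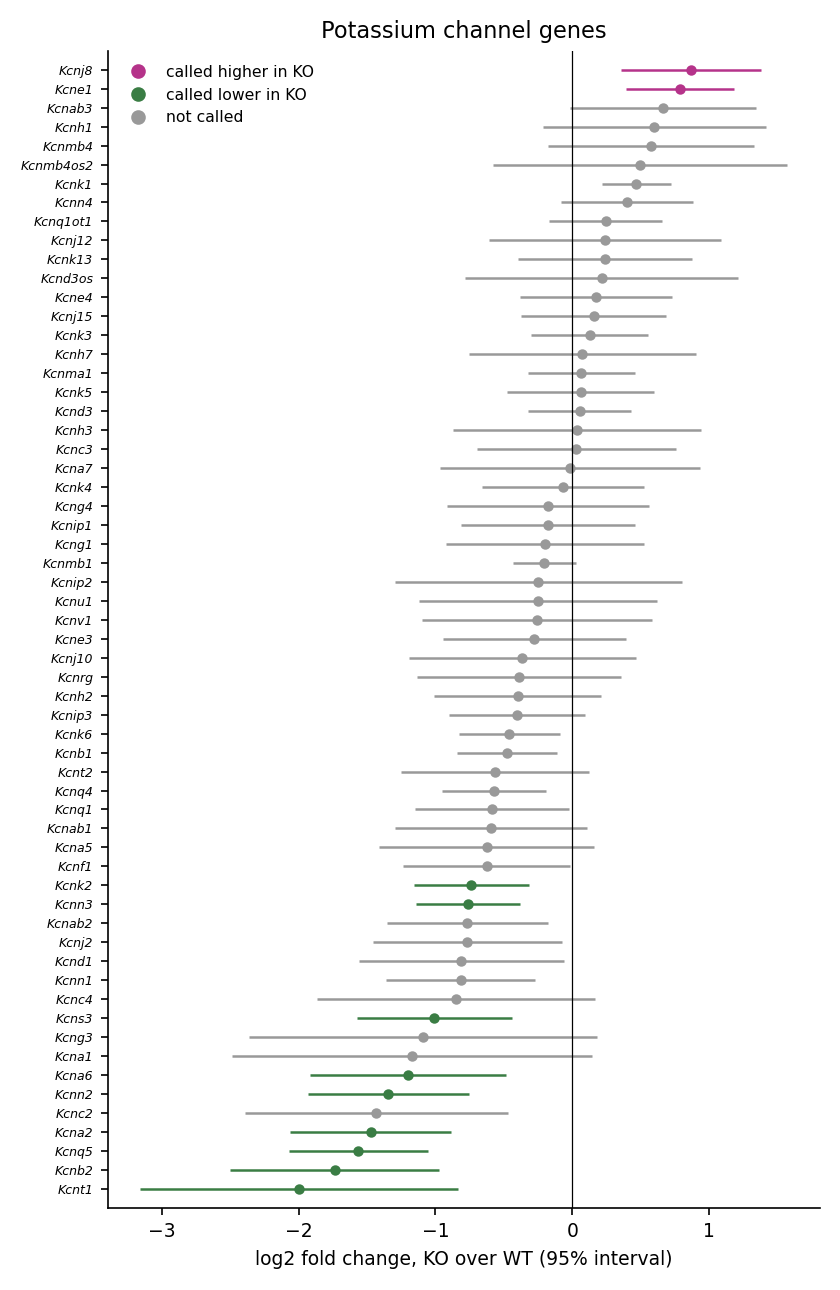
Log2 fold change of KO over WT for each of the 60 tested potassium channel genes, with 95% intervals as bars, over 6 KO and 6 WT bladders. The 9 genes called lower and the 2 called higher are marked, and the median of all 60 is −0.27.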

**Fig. 5.**
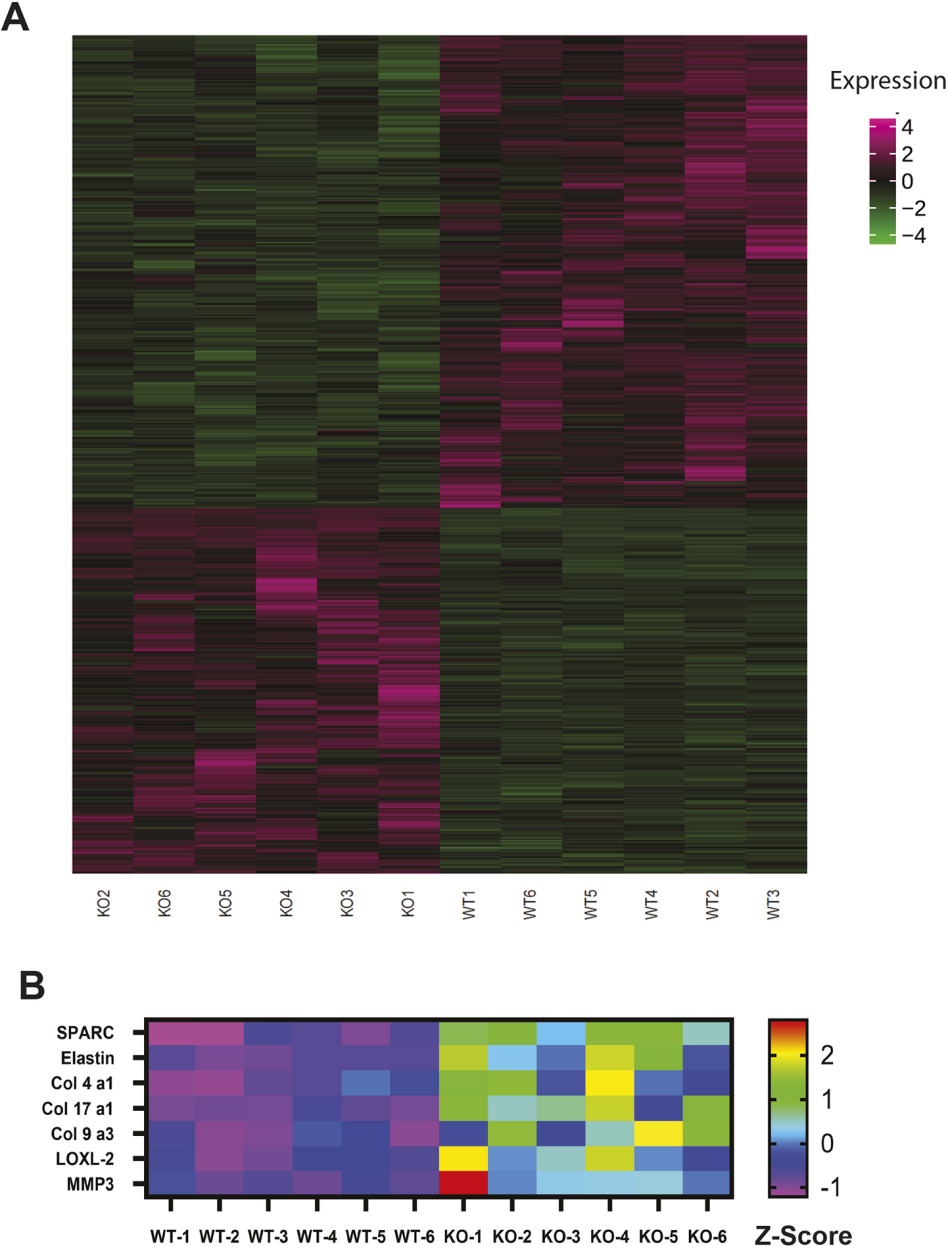
**Heatmaps showing all genes differentially expressed in bladders of KO mice compared to those of WT mice, and expression of genes associated with extracellular matrix upregulated in KO mice compared to WT mice.** (A) Heatmap illustrating all genes that were overexpressed (magenta) or underexpressed (green) in bladders of KO mice compared to those of WT mice. (B) Heatmap presenting upregulated genes related to extracellular matrix in bladders of KO mice compared to those of WT mice.

**Fig. 6.**
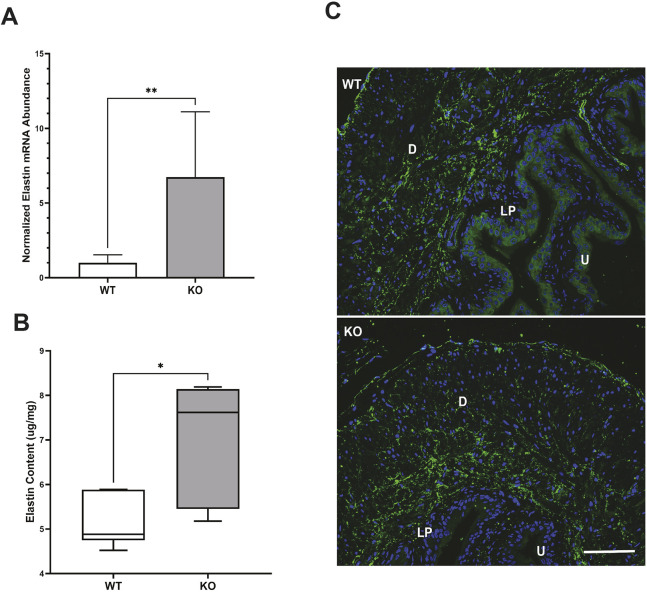
**Abundance of elastin mRNA and protein in bladders of KO and WT mice.** (A) RT-PCR revealed a significant increase in elastin mRNA abundance in bladders of KO mice compared to those of WT mice. Bars indicate s.e.m. *n*=8 KO versus *n*=8 WT. (B) Increased elastin protein content in the detrusor layer of bladders of KO mice compared to those of WT mice. Data are shown as box and whiskers plot; center line is the median of the dataset, box limits indicate upper and lower quartiles, and whiskers show data minimum and maximum. *n*=6 KO versus WT. *P<0.05, **P<0.01, KO versus WT (unpaired two-tailed Student's *t*-test). (C) Representative immunostaining image of elastin in the bladder wall. Green staining indicates elastin, and blue (DAPI) staining identifies nuclei. D, detrusor; LP, lamina propria; U, urothelium. Scale bar: 100 µm.

**Fig. 7.**
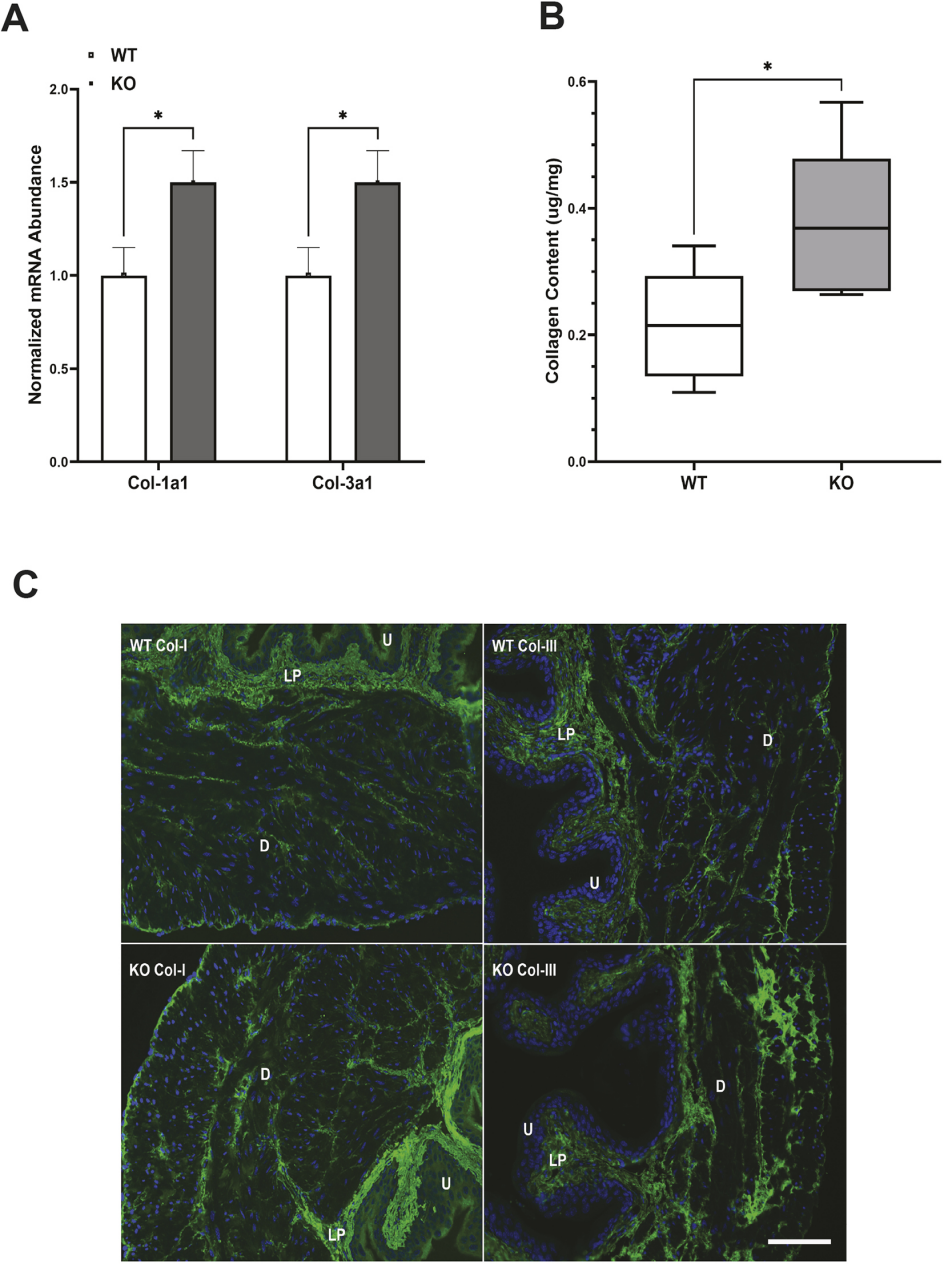
**Abundance of collagen 1a1 and 3a1 mRNA and collagen I and III protein in bladders of KO and WT mice.** (A) Real-time RT-PCR revealed a significant increase in collagen 1a1 and 3a1 mRNA abundance in bladders of KO mice compared to those of WT mice. Bars indicate s.e.m. *n*=8 KO versus WT. (B) Increased total collagen protein content in the detrusor layer of bladders of KO mice compared to those of WT mice. Data are shown as box and whiskers plot; center line is the median of the dataset, box limits indicate upper and lower quartiles, and whiskers show data minimum and maximum. *n*=6 KO versus WT. *P<0.05, KO versus WT (unpaired two-tailed Student's *t*-test). (C) Representative immunostaining of collagen I and III in the bladder wall. Green staining indicates collagen I or III, and blue (DAPI) staining identifies nuclei. D, detrusor; LP, lamina propria; U, urothelium. Scale bar: 100 µm.

### Collagen and elastin contents are increased in the detrusor of KO mice

Measurement of elastin (Fig. 6B) and total collagen (Fig. 7B) protein content confirmed increased presence of these ECM molecules in the bladders of KO mice (relative to bladders of WT mice), indicative of fibrosis in the KO bladders. Immunofluorescence demonstrated that elastin was mostly present in the detrusor and surrounded smooth muscle cells and muscle bundles (Fig. 6C). Collagen I and III (Fig. 7C) were present in the lamina propria and surrounded smooth muscle cells and muscle bundles. Immunofluorescence supported the observation of increased abundance of elastin, collagen I and collagen III in the bladders of KO mice compared to those of WT mice.

### Increased collagen abundance in prostatic urethra of KO mice

In patients with benign prostate hyperalgesia as well as in hormone-induced obstruction and accelerated aging animal models, prostatic fibrosis has been identified as a contributing factor to urinary dysfunction (Macoska et al., 2019; Nicholson et al., 2012). Evaluation of Picrosirius Red (PSR)-stained prostatic periurethral tissues (Fig. 8A; region of interest outlined in green) showed that the average collagen abundance was 17% greater in the prostatic urethra of KO mice, which was significantly different from that observed in WT mice (Fig. 8B). This observation, in conjunction with the observation of increased bladder size, fibrosis of the bladder wall and diminished *in vitro* response to EFS, supports the hypothesis that increased periurethral collagen within the prostate limits the capacity of urethra to relax during micturition process (Nicholson et al., 2012).

**Fig. 8.**
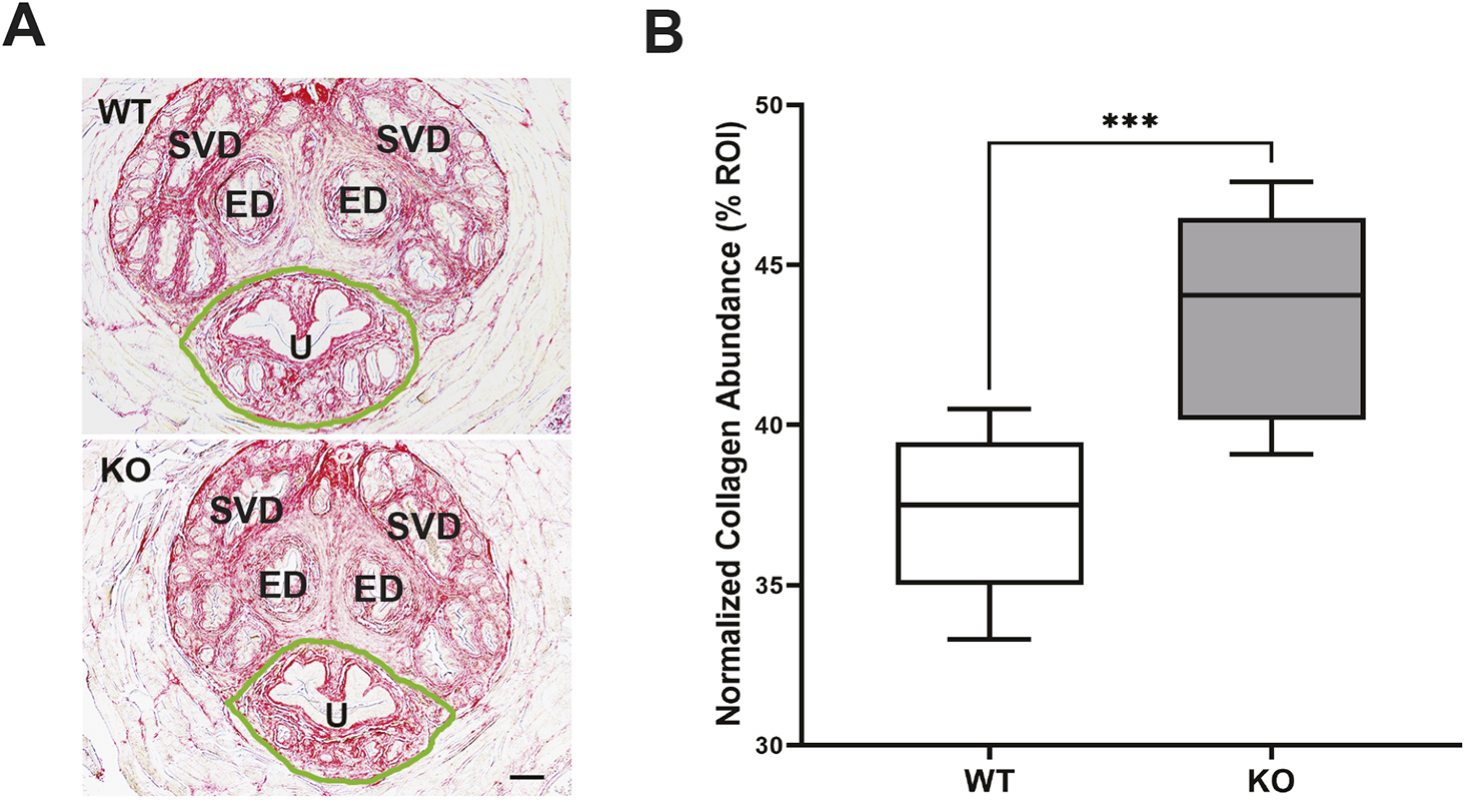
**Picrosirius Red staining of prostate tissues indicated increased collagen in the peri-urethral area.** (A) Representative Picrosiriuis Red (PSR) staining of the prostate. Collagen is detected by red staining, and the region of interest (ROI), including urethra (U), is outlined by the green line. ED, ejaculatory ducts; SVD, Seminal vesicle ducts. The light pink tissue surrounding the ducts and prostatic urethra is the rhabdosphincter. (B) Increased collagen protein content in the ROI of KO mice, compared to that of WT mice. Data are shown as box and whiskers plot; center line is the median of the dataset, box limits indicate upper and lower quartiles, and whiskers show data minimum and maximum. *n*=9 WT and *n*=10 KO. ***P<0.001, KO versus WT (unpaired two-tailed Student's *t*-test). Scale bar: 100 µm.

## DISCUSSION

Constitutive absence of miR-29a/b1 was accompanied by increased fibrosis of the lower urinary tract. KO mice also exhibited changes in voiding function and *in vitro* bladder contractility commonly associated with bladder fibrosis (Gheinani et al., 2017; Grover et al., 2011; Howard et al., 2004; Kamei et al., 2018). The *in vitro* response of bladder tissue from KO mice to exposure to carbachol, ATP and KCl indicates that the contractile capacity of the detrusor is not diminished by increased ECM in the bladder wall or a deleterious effect of lack of miR-29a/b1 on the muscle itself. The *in vitro* contractile response to EFS was also decreased.

Two commonly used experimental approaches, uroflowmetry and anesthetized cystometry, were performed to characterize bladder function. Uroflowmetry and cystometry are distinct assays designed to measure different urodynamic parameters that are complementary in evaluating bladder function (Ito et al., 2017; Wang et al., 2019; Wood et al., 2001). Uroflowmetry is performed in conscious, unrestrained mice, and anesthetized cystometry is done without higher cortical control of micturition (Bjorling et al., 2015; Kim and Hill, 2017). Our studies of voluntary voiding behavior in conscious mice indicated that voiding behavior in KO mice was different from that observed in WT mice, and that these animals had extended voiding duration accompanied by reduced flow rate. The bladder experiences repeated cycles of extension and recoil. The bladder wall is substantially stretched from empty to full states. The normal bladder accommodates increasing volumes of urine without a significant increase in intravesical pressure, and the mechanical properties of the bladder depend on the detrusor muscle, lamina propria, and ECM (Andersson and Arner, 2004). Decreased urinary flow rate has consistently been observed in aging rodents and humans (Kullmann et al., 2015; Osman et al., 2014), and reduced urinary flow rate and urinary retention are also hallmarks of bladder underactivity (Birder et al., 2018; Kullmann et al., 2015). Cystometry performed on anesthetized mice demonstrated that KO mice either failed to exhibit any discrete, individual micturition events or generated incomplete, irregular voids.

Decreased sensitivity of bladder innervation could arise from direct alteration of nerve structure or function. Another possible cause of this observation could be decreased conduction of current across fibrous tissue. Our findings from *in vitro* contractile studies provide mechanistic insights related to bladder dysfunction in KO mice. We found that although the intrinsic contractile properties of bladder smooth muscle cell were preserved in KO bladders, miR-29a/b1 appears necessary to maintain neurally mediated responses in WT bladders. Sadegh et al. (2012) reported that miR-29a is among the top 12 most highly expressed miRNAs in mouse bladder detrusor. Mature miRNAs are generated from cleavage of pre-miRNAs by the endonuclease Dicer (also known as Dicer1). Conditional deletion of Dicer in bladder smooth muscle cells reduced mature miR-29a abundance by 71% (Sadegh et al., 2012). Morphometric analyses revealed a significant increase in the distance between smooth muscle cells accompanied by a moderate increase of the collagen fibril size between muscle bundles. Functionally, deletion of Dicer in smooth muscle cells resulted in significant reduction in EFS-induced responses, while carbachol and ATP-induced contractions remained largely unaffected (Sadegh et al., 2012). Our results are consistent with these findings, and these observations suggest that increased ECM in the bladder wall may impair communication between muscle cells and nerves. Investigating cellular and molecular mechanisms underlying impaired neurotransmission in the presence of fibrosis of the bladder wall is an interesting area for future research. Conclusive evidence in support of a role for decreased abundance or function of potassium channels in differential *in vitro* contractile responses of bladders from KO and WT mice would require determination of expression of these channels and use of selective agonists and antagonists. Our data do not suggest a differential response to application of exogenous potassium, but the assay performed provides a summative response that is not sufficiently refined to address this question. Conclusive determination of the cause(s) of decreased response to EFS in bladder tissues obtained from the miR-29a/b1 KO mice is beyond the scope of the current study.

mRNAs encoding collagen I, III, IV and elastin were upregulated, and content of collagens and elastin proteins were increased in the bladder walls of KO mice, indicating an important role for miR-29a/b1 in maintaining bladder homeostasis and that lack of miR-29a/b1 expression is accompanied by bladder fibrosis. Message abundance and protein concentrations were measured at a single time point in the current study. The time point selected for analysis was dependent upon development of palpable bladder enlargement, and this was observed between 5 and 9 months of age in the mice we studied. The main constituents of the ECM are collagen and elastic fibers. Collagens I and III represent the bulk of the scaffolding matrix proteins in the bladder (Aitken and Bagli, 2009), and we focused our study on abundance of message and protein for these collagen isoforms. Although RNAseq did not indicate a significant increase in message for collagen 1a1 and 3a1, we did observe an increase in collagen 1a1 and 3a1 mRNA when performing RT-PCR. This is not surprising, because RNAseq is not optimally designed for measuring relative abundance of all individual mRNAs (Rachinger et al., 2021).

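Col1a1, which encodes a chain of collagen I, was 2144 ± 555 CPM in KO and 2009 ± 630 CPM in WT bladders (SD, n = 6 each). Its log2 fold change was 0.09 (standard error 0.22, 95% interval −0.38 to 0.56, adjusted p = 0.86 from edgeR; exact permutation test, two-sided, p = 0.658). Col3a1, the gene of collagen III, was 3706 ± 907 CPM in KO and 2220 ± 539 CPM in WT bladders. Its log2 fold change was 0.74 (standard error 0.20, 95% interval 0.32 to 1.16, adjusted p = 0.0288 from edgeR; exact permutation test, two-sided, p = 0.0108), and it was called higher. Each gene has 1 miR-29 site in its 3′ UTR, at 94952538 to 94952544 of chromosome 11 in Col1a1 (ENSMUSG00000001506) and at 45348982 to 45348988 of chromosome 1 in Col3a1 (ENSMUSG00000026043). The call of Col3a1 was lost without KO replicate 4 (adjusted p = 0.0656), WT replicate 2 (0.0728) or WT replicate 5 (0.0570), with a positive log2 fold change in each case.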

Collagens I and III were localized mainly in the lamina propria and surrounding smooth muscle cells. Elastin is another major ECM component, associated with collagens, permitting the ECM to recoil after stretch (Aitken and Bagli, 2009). Collagen I, III and IV, and elastin are direct targets of miR-29 (Ekman et al., 2013). In rats, spinal cord injury induced profound bladder remodeling, accompanied by significant increase in collagen and elastin content in bladder wall (Toosi et al., 2008). Similarly, streptozotocin-induced diabetes in rats was accompanied by increased bladder elastin content (Gray et al., 2008). An interesting question that remains is whether statistically different differences in abundance of message or protein content relate directly to function. As previously discussed, fibrosis of the bladder accompanies multiple disorders and is assumed to contribute significantly to impaired function.

Micturition is achieved by precisely coordinated activity of the bladder and urethra. Normal bladder emptying requires relaxation of the urethra, accompanied by increased intravesical pressure as bladder smooth muscle contracts (Andersson and Arner, 2004). We demonstrated a moderate increase in collagen content in regions of prostate immediately adjacent to the prostatic urethra. It is possible that increased collagen deposition could limit urethral relaxation during voiding, contributing to voiding dysfunction observed in KO mice. However, the relevance of observation of increased periurethral fibrosis to physiological effects remains unclear, and this remains a difficult question to directly address.

RNAseq analysis revealed hundreds of genes upregulated or downregulated in bladders of KO mice compared to those of WT mice. Lacking miR-29a/b1 expression likely initiates a chain of cellular events involving many molecules that may not be direct targets of miR-29 that may contribute to bladder remodeling and dysfunction. 

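Most genes that were higher in KO bladders do not have the miR-29 site TGGTGCT in the annotated 3′ UTR. Of 456 protein-coding genes called higher that have an annotated 3′ UTR, 91 (20.0%) contain it and 365 (80.0%) do not; Sparc, Col17a1 and Mmp3 are among the latter. Among the 563 genes called lower, 74 (13.1%) contain it, and among the 12931 genes that were not called, 1992 (15.4%) do. Against the genes that were not called, the odds ratio of a site was 1.37 for higher genes (Fisher's exact test, two-sided, p = 0.0103) and 0.831 for lower genes (p = 0.152 from the same test). Given the lengths of their 3′ UTRs, 53.4 ± 6.56 (SD) of the higher genes and 96.8 ± 8.45 of the lower genes would contain a site at the rate of the genes that were not called. The 6-base match GGTGCT, a search added after the data were seen, is in 163 of the higher genes (35.7%), Sparc among them. It is in 33.5% of the genes that were not called (Fisher's exact test, two-sided, p = 0.338). These shares are not corrected for 3′ UTR length. With the trend on length removed, genes with GGTGCT lay above those without by 0.046 on the log2 scale. This ranked first of 60 orders of the bases (permutation test over the orders, p = 0.0167). Sites in coding sequence were not searched.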

Among those upregulated genes, SPARC is of special interest. This secreted collagen-binding protein is a direct target of miR-29 and an important modulator of procollagen processing and collagen fibril assembly in connective tissues (Bradshaw et al., 2010; Ekman et al., 2013). The contribution of SPARC to bladder remodeling and dysfunction in KO mice clearly requires further study.

An individual miRNA can target a spectrum of mRNAs with similar or unrelated functions, providing vast regulatory potential. Increasing evidence reveals the importance of miRNAs in regulating physiological and pathophysiological processes in health and disease (Ekman et al., 2016; Harmanci et al., 2017; He et al., 2013). The role of miRNAs in regulating bladder function is an emerging research field. An intriguing finding of the current study is that lacking expression of miR-29a/b1 not only causes remarkable tissue remodeling but also impairs bladder function. Bladder fibrosis is relatively common in patients after partial bladder outlet obstruction (Metcalfe et al., 2010), neurogenic disorders (Howard et al., 2004), radiation therapy of the lower abdomen (Zwaans et al., 2020) or chronic inflammation (Grover et al., 2011), or as a natural effect of aging (Al-Zoubi et al., 2022; Lepor et al., 1992). Partial bladder outlet obstruction in patients (Gheinani et al., 2017) or rats (Ekman et al., 2013) is accompanied by bladder fibrosis and decreased miR-29.

The miR-29 family has been demonstrated to suppress translation of genes of many components of the ECM, including most isoforms of collagen as well as elastin (Ekman et al., 2016; Harmanci et al., 2017; He et al., 2013; Kriegel et al., 2012). A reduction in miR-29 has been associated with fibrosis of the liver (Matsumoto et al., 2016; Noetel et al., 2012), heart (van Rooij et al., 2008; Zhang et al., 2014), lung (Cushing et al., 2011; Xiao et al., 2012) and kidney (Liu et al., 2010; Qin et al., 2011). In dermal fibroblasts and skin tissues obtained from patients with systemic sclerosis, miR-29a expression was significantly downregulated, whereas the expression of many ECM genes was enhanced (Maurer et al., 2010; Vettori et al., 2012). Similarly, Liu et al. (2010) reported that silencing of miR-29b in the kidneys of rats caused upregulation of ECM genes including many collagen isoforms.

The effects of constitutive lack of miR-29a/b1 on other organ systems that may influence bladder function cannot be discounted. Most studies investigating organ-specific dysfunction arising in mice lack miR-29a/b1 (KO) focus on the organ system of interest and do not appear to consider how changes elsewhere may have concomitant effects on the organ system being studied. Mice that lack expression of miR-29a/b1 are smaller, have shorter life spans, and exhibit cardiac dysfunction and myocardial fibrosis, in addition to enlarged bladders (Caravia et al., 2018; van Rooij et al., 2008).

Urine retention is frequently observed in patients with LUTS, particularly those with underactive bladders (Smith, 2017). The observations from miR-29a/b1 KO mice clearly mimic some features of voiding and storage symptoms in patients with LUTS. Recent experimental studies have demonstrated that increasing tissue abundance of miR-29 using various techniques is capable of preventing or reversing fibrosis and restoring function in various murine models of fibrosis in the lung (Montgomery et al., 2014; Xiao et al., 2012), liver (Matsumoto et al., 2016), heart (Zhang et al., 2014) and kidney (Qin et al., 2011). However, a constitutive increase in miR-29 alone does not appear to be sufficient to prevent organ fibrosis associated with aging. Multiple clinical trials using miRNAs for treatment of various diseases in humans have shown promising results (Rupaimoole and Slack, 2017), and the intradermal injection of remlarsen, a synthetic miR-29b analog, for prevention of keloid formation has completed Phase II clinical trials (Gallant-Behm et al., 2019; ClinicalTrials.gov, NCT03601052). Our studies provide novel data on an important role for miR-29a in maintaining bladder function and support the therapeutic potential of miR-29a to prevent/reverse bladder fibrosis and improve symptoms in patients with LUTS and other benign bladder diseases. However, the utility of supplemental miR-29 as a therapeutic agent may be limited by a possible role for this miRNA in oncogenesis. Although miR-29 has been reported to be decreased (Wang et al., 2021; Wardana et al., 2023) or silenced by methylation (Mazzoccoli et al., 2019) concurrent to proliferation of neoplasia, all three miR-29 isoforms (a/b/c) were consistently increased in eight tumor types (Yu et al., 2017). A causal relationship has not been established between miR-29 and cancer, and the potential for miR-29 to contribute to neoplastic transformation or proliferation remains unclear; therapeutic use of miR-29 for bladder disorders should be considered in light of this.

## MATERIALS AND METHODS

### Animals

Male mice lacking expression of miR-29a and miR-29b1 (KO) and age-matched WT littermates (5-9 months old) were used. Preliminary experiments revealed significant differences between urinary dysfunction in male and female KO mice, and a decision was made to focus the current study on urinary function in male KO mice. Heterozygous breeding pairs were generously provided by Dr Adrian Liston (University of Leuven, Leuven, Belgium). These were generated using C57BL/6 mice by deleting the 10.9 kb region surrounding the miR-29a–miR-29b-1 gene that included a 1.7 kb region between the 5′ Afel site and the 3′ Sal1 site (Papadopoulou et al., 2011). Heterozygous mice backcrossed for eight generations on a C57BL/6 background were used for breeding. WT mice selected for study were age-matched littermates of KO animals. The age at which data were collected ranged from 5 to 9 months, depending upon when bladder enlargement was first detected in KO mice.

All mice were housed in Innovive^®^ microisolator cages in a room maintained on a 12 h light and dark cycle. Food and water were available *ad libitum*. Experiments were conducted in accordance with National Institutes of Health Guidelines, and all protocols were reviewed and approved by the Animal Care and Use Committee of the University of Wisconsin. Mice were weighed at the time of sacrifice, and bladder volume was also measured as previously described when mice were sacrificed (Nicholson et al., 2012; Ricke et al., 2016).

### Analysis of voluntary voiding behavior in the metabolic cages

An automated and noninvasive technique was established to evaluate voluntary voiding behavior in conscious mice (Ito et al., 2017; Wang et al., 2019; Wood et al., 2001). A major obstacle to evaluating bladder function in mice is that mice only produce a few grams of urine daily (Wood et al., 2001). Therefore, mice were brought to the testing room for acclimatization, and offered water containing 3% glucose and 0.125% saccharin to increase urine output 2 days prior to and during testing (Wang et al., 2019; Wood et al., 2001). Mice were placed individually in metabolic cages (Model 650-0322, Nalgene, Rochester, NY, USA) with floor grids optimized to minimize urine retention for 2 h between 09:00 and 11:00. A waste plate was placed on an analytical balance (New Classic MF, model MS 303S, Mettler Toledo, Columbus, OH, USA) directly under the floor grid. Video recordings of activity and patterns of waste elimination were captured using module V2 cameras (Raspberry Pi, Cambridge, UK) connected to Raspberry Pi processing units. Both Raspberry Pi units and balances were connected to a PC. Changes in weight sensed by balances were recorded, and each weight change triggered a synchronized signal to the associated Raspberry Pi unit that captured a 20 s recording of events during the corresponding weight change detected by the balance. Video recordings corresponding to each event were reviewed to verify whether the weight increase was caused by dropping of feces or urine onto the balance. The micturition pattern, defined as sustained or voiding multiple droplets, was characterized as previously described (Nicholson et al., 2012; Wang et al., 2019). Voids passing cleanly between bars of the floor grid were used to determine voided weight, voiding duration and urine flow rate. Urine flow rate was calculated based on weight of urine passed from initiation of the void to the point at which weight no longer increased (Wang et al., 2019). Mice were returned to standard housing after completion of testing.

### Cystometric evaluation of bladder function

Mice were anesthetized with urethane (1.43 g/kg, given subcutaneously). Thirty minutes later, the bladder was exposed through a lower midline abdominal incision. Bladder volume was measured with a caliper (Nicholson et al., 2012; Ricke et al., 2016), and a PE 50 cannula was inserted into the dome of the bladder and secured with a 6.0 silk purse-string suture. Muscle and skin layers were closed separately with a 5.0 silk suture as described previously (Bjorling et al., 2015; Kim and Hill, 2017). One hour after cannula implantation, the distal end of the cannula was connected to a physiological pressure transducer (Memscap AS, Skoppum, Norway) and an infusion pump (Harvard Apparatus, Holliston, MA, USA) via a three-way stopcock. Room temperature saline was infused at a rate of 0.8 ml/hour to elicit repetitive micturition. Intravesical pressure was recorded continuously using PowerLab™ instrumentation (ADInstruments, Colorado Springs, CO, USA) connected to a PC.

### Myography

Contractile function of the bladder wall was evaluated as previously described (Bartolone et al., 2020; Kullmann et al., 2014). Mice were euthanized, and bladders were rapidly collected. Bladders were cut into two strips longitudinally and placed between platinum-coated electrodes in 15 ml tissue baths containing oxygenated (95% O_2_/5% CO_2_) modified Krebs solution (pH 7.4; 137.7 mM NaCl, 1.4 mM NaH_2_PO_4_, 4.7 mM KCl, 2.5 mM CaCl_2_, 1 mM MgCl_2_, 16.3 mM NaHCO_3_ and 7.8 mM glucose) maintained at 37°C. One end of each strip was secured to a fixed metal wire with the tissue bath, and the other was attached to a force displacement transducer (Grass FT-03, Grass Instruments, West Warwick, RI, USA). Bladder strips were stretched gently to an initial tension of 9.8 mN. Tissues were allowed to equilibrate for 1 h. Concentration–response curves for CCH (0.01 to 30 μM) were constructed. In addition, responses to α,β-methylene ATP (50 μM) and KCl (60 mM) were individually determined. Responses to EFS were generated using a Grass S88 stimulator (10 V, 0.5 ms duration, pulse train 5 s, at an increasing frequency of 1-50 Hz with 3 min interval between increasing frequencies). At the end of the experiment, tissues were exposed to 137.7 mM KCl (with 0 mM NaCl) Krebs solution, and contractile responses to carbachol and EFS were normalized to KCl-induced responses in each tissue preparation (Bartolone et al., 2020; Kullmann et al., 2014).

### RNAseq analysis

Bladders were collected and stored in RNAlater (Qiagen, Valencia, CA, USA). Total RNA was extracted using Trizol reagent (Invitrogen, Carlsbad, CA, USA) and treated with DNAse I (Ambion, Austin, TX, USA) to remove genomic DNA. Preparation of sequencing libraries and Illumina sequencing were conducted at Novogene (Sacramento, CA, USA). Briefly, sequencing libraries were built using the NEBNext Ultra RNA Library Prep Kit for Illumina (NEB, Ipswich, MA, USA) and sequenced on an Illumina NovaSeq 6000 platform. Then, 150 bp paired-end reads with more than 30 million read sequencing depth were generated. The data were trimmed, quality checked and mapped to the mouse genome. Analysis of differentially expressed genes was performed using the DESeq2 R package (1.20.0). DESeq2 identifies differential expression using a model based on the negative binomial distribution. The resulting *P*-values were adjusted using the Benjamini and Hochberg's approach for controlling the false discovery rate. Genes with an adjusted *P*-value less than, or equal to, 0.05 as determined by DESeq2 were differentially expressed (Ito et al., 2021).

### Real-time PCR

A 500 ng aliquot of total RNA from each sample subsequently submitted for RNAseq analysis was used to generate first-strand cDNA using a cDNA synthesis kit following the manufacturer's instructions (Lucigen, Madison, WI, USA). Real-time PCR was performed using a CFX Connect™ Real-Time System (Bio-Rad, Hercules, CA, USA) thermocycler. Samples were amplified using the following thermal cycling conditions: 95°C for 10 min, followed by 40 cycles of amplification at 95°C for 15 s, and then 60°C for 1 min to allow for denaturing and annealing extension. Abundance of PCR product was determined semi-quantitatively using a standard curve for each gene. Expression of each gene was normalized to abundance of L19, a constitutively-expressed ribosomal protein in the same sample (Wang et al., 2008). Primer sequences used were as follows: collagen 1a1 (forward, 5′-ACGCTGCACGAGTCACAC-3′; reverse, 5′-GGCAGGCGGGAGGTCTT-3′); collagen 3a1 (forward, 5′-ACCAAAAGGTAGTGCTGGAC-3′; reverse, 5′-GACCTGGTGCTCCAGTTAGC-3′); elastin (forward, 5′-GGCGTCTTGCTGATCCTCTT-3′; reverse, 5′-ACCAGCCCCTGGATAATAGACT-3′); miR-29a precursor (forward, 5′-AGTGCACATGACCTCTTGTG-3′; reverse, 5′-TAGTCAGCTGAACGGTGCTC-3′); and L19 (forward, 5′-ATCCGCAAGCCTGTGACTGT-3′; reverse, 5′-TCGGGCCAGGGTGTTTT-3′).

### Immunohistochemistry

Bladders were decompressed to facilitate comparison between WT and KO animals. Bladders were fixed in 4% paraformaldehyde, paraffin-embedded and sectioned at 3 μm. Paraffin sections were deparaffinized in xylene and rehydrated through a series of ethanol concentrations. Sections were washed in phosphate-buffered saline (PBS), and heat-mediated antigen retrieval was achieved using Antigen Unmasking Solutions (Vector Laboratories, Newark, CA, USA; pH 9.0 for collagen I and pH 6.0 for collagen III staining) in boiling water for 20 min. Sections stained for identifying elastin were treated with 5 µg/ml proteinase K for 5 min at room temperature. Tissues were rinsed in PBS and blocked with 10% normal donkey serum for 1 h at room temperature, and the primary antibody was applied and incubated for 48 h at 4°C. Tissues were then rinsed in PBS and incubated with an Alexa Fluor^®^ 488-conjugated donkey anti-rabbit secondary antibody (Life Technologies Carlsbad, CA, USA) for 90 min at room temperature. Tissues were washed in PBS and mounted with Vectashield Plus antifading solution containing 4′,6-diamidino-2-phenylindole (DAPI; Vector Laboratories). Images were acquired with a 600 Nikon Eclipse microscopy and a QICAM CCD camera (QImaging, Surrey, Canada), interfaced to NIS elements imaging software (Nikon Instruments Inc., Melville, NY, USA). The primary antibodies used were rabbit anti-collagen I (ab254113; 1:100 dilution) (Hao et al., 2021), rabbit anti-collagen III (ab278080; 1:3000 dilution) (Rusu et al., 2019) and rabbit anti-elastin (ab21610; 1:100 dilution) (Wegner et al., 2020), obtained from Abcam (Waltham, MA, USA). Antibody specificity was confirmed by the companies that supplied them and by the citations referenced.

### Measurement of collagen and elastin contents in the detrusor

After myograph experiments, collagen and elastin content within the detrusor was determined. Mucosa was carefully removed, and detrusor was weighed. Then, 3 mg of detrusor was collected, and collagen was measured using Sircol™ Collagen Assay from Biocolor (Carrickfergus, UK) following the manufacturer's instructions. Briefly, tissue was minced using a fine scissor and digested with 0.1 mg/ml pepsin overnight at 4°C. This solution was centrifuged at 12,000 ***g*** for 10 min, and supernatant was carefully transferred to a clean tube and treated with an acid-neutralizing regent included in the assay kit. The collagen content was then determined using the Sircol Dye Reagent (Gray et al., 2008; Toosi et al., 2008).

Similarly, elastin was measured using Fastin™ Elastin Assay (Biocolor) following the manufacturer's instructions. Elastin was extracted with 0.25 M oxalic acid at 100°C for 2 h and then precipitated using an Elastin Precipitating Reagent included in the assay kit. The elastin content was measured using the Elastin Dye Reagent (Gray et al., 2008; Toosi et al., 2008).

Both collagen and elastin content were normalized to the wet tissue weight for each sample.

### Measurement of collagen abundance in prostatic urethra

The mouse prostate is far more complex than the human prostate, and comprises multiple lobes that extend away from their connection to the urethra. It has previously been observed that the periurethral prostatic tissue may more closely resemble that of humans, and the prostatic urethra has been recognized as a ‘bottleneck’ in the male urethra. Therefore, we determined collagen abundance in prostatic tissue immediately adjacent to the urethra (Macoska et al., 2019).

Tissues were paraffin embedded, sectioned, deparaffinized and rehydrated. At least three sections containing prostatic urethra, ejaculatory ducts and seminiferous tubules were selected for analysis. Collagens were stained with PSR (60941, Abcam, Cambridge, UK). PSR is a strong anionic dye that binds to cationic collagen fibers, and PSR staining to identify fibrillar collagen has been widely used as a sensitive and specific stain for collagen in histological sections (Macoska et al., 2019). Sections were incubated for 90 min with PSR solution, following the manufacturer's instructions. Slides were rinsed with acidified water (0.5% acetic acid), dehydrated with graded ethanol, cleared in xylene and cover slipped with Richard-Allan toluene-based mounting medium (Thermo Fisher Scientific, Waltham, MA, USA). PSR-stained sections yield a strong red fluorescence signal that is specific for collagens (Wegner et al., 2017). Slides were viewed with a Nikon Eclipse E600 microscope (Nikon Instruments Inc.), and fluorescent images were digitally captured with a QICAM CCD camera (Teledyne Princeton Instruments, Trenton, NJ, USA). Tissue adjacent to the urethra routinely showed the most intense PSR staining, and this area was identified as the region of interest for quantification of collagen abundance using ImageJ (National Institutes of Health, Bethesda, MD, USA). Pixels associated with PSR staining were reported as a percentage of total pixels within the region of interest (Macoska et al., 2019; Wegner et al., 2017).

### Statistical analysis

Data were found to be normally distributed, and an unpaired two-tailed Student's *t*-test was used for comparison between groups. *P*<0.05 was considered significant. Data are shown as box and whiskers plots in which the center line indicates the median of the dataset, box limits indicate upper and lower quartiles, and whiskers show data minimum and maximum.

## Supplementary Material

10.1242/dmm.050054_sup1 Supplementary information Click here for additional data file.

## References

[DMM050054C1] Aitken, K. J. and Bagli, D. J. (2009). The bladder extracellular matrix. Part I: architecture, development and disease. *Nat. Rev. Urol.* 6, 596-611. 10.1038/nrurol.2009.20119890339

[DMM050054C2] Al-Zoubi, R. M., Alwani, M., Aboumarzouk, O. M., Elaarag, M., Al-Qudimat, A. R., Ojha, L. and Yassin, A. (2022). Updates on androgen replacement therapy and lower urinary tract symptoms: a narrative review. *Aging Male* 25, 234-241. 10.1080/13685538.2022.211825336066424

[DMM050054C3] Andersson, K. E. (2003). Storage and voiding symptoms: pathophysiologic aspects. *Urology* 62, 3-10. 10.1016/j.urology.2003.09.03014662401

[DMM050054C4] Andersson, K. E. and Arner, A. (2004). Urinary bladder contraction and relaxation: physiology and pathophysiology. *Physiol. Rev.* 84, 935-986. 10.1152/physrev.00038.200315269341

[DMM050054C5] Bartolone, S. N., Ward, E. P., Wang, Z., Zwaans, B. M., Chancellor, M. B., Bjorling, D. E. and Lamb, L. E. (2020). Micturition defects and altered bladder function in the klotho mutant mouse model of aging. *Am. J. Clin. Exp. Urol.* 8, 81-92.32699807PMC7364365

[DMM050054C6] Birder, L. A., Kullmann, A. F. and Chapple, C. R. (2018). The aging bladder insights from animal models. *Asian J. Urol.* 5, 135-140. 10.1016/j.ajur.2017.03.00429988876PMC6033201

[DMM050054C7] Bjorling, D. E., Wang, Z., Vezina, C. M., Ricke, W. A., Keil, K. P., Yu, W., Guo, L., Zeidel, M. L. and Hill, W. G. (2015). Evaluation of voiding assays in mice: impact of genetic strains and sex. *Am. J. Physiol. Renal. Physiol.* 308, F1369-F1378. 10.1152/ajprenal.00072.201525904700PMC4469884

[DMM050054C8] Bradshaw, A. D., Baicu, C. F., Rentz, T. J., Van Laer, A. O., Bonnema, D. D. and Zile, M. R. (2010). Age-dependent alterations in fibrillar collagen content and myocardial diastolic function: role of SPARC in post-synthetic procollagen processing. *Am. J. Physiol. Heart Circ. Physiol.* 298, H614-H622. 10.1152/ajpheart.00474.200920008277PMC2822576

[DMM050054C9] Caravia, X. M., Fanjul, V., Oliver, E., Roiz-Valle, D., Moran-Alvarez, A., Desdin-Mico, G., Mittelbrunn, M., Cabo, R., Vega, J. A., Rodriguez, F. et al. (2018). The microRNA-29/PGC1alpha regulatory axis is critical for metabolic control of cardiac function. *PLoS Biol.* 16, e2006247. 10.1371/journal.pbio.200624730346946PMC6211751

[DMM050054C10] Chang, T. C., Yu, D., Lee, Y. S., Wentzel, E. A., Arking, D. E., West, K. M., Dang, C. V., Thomas-Tikhonenko, A. and Mendell, J. T. (2008). Widespread microRNA repression by Myc contributes to tumorigenesis. *Nat. Genet.* 40, 43-50. 10.1038/ng.2007.3018066065PMC2628762

[DMM050054C11] Chapple, C. R., Wein, A. J., Abrams, P., Dmochowski, R. R., Giuliano, F., Kaplan, S. A., McVary, K. T. and Roehrborn, C. G. (2008). Lower urinary tract symptoms revisited: a broader clinical perspective. *Eur. Urol.* 54, 563-569. 10.1016/j.eururo.2008.03.10918423969

[DMM050054C12] Cushing, L., Kuang, P. P., Qian, J., Shao, F., Wu, J., Little, F., Thannickal, V. J., Cardoso, W. V. and Lu, J. (2011). miR-29 is a major regulator of genes associated with pulmonary fibrosis. *Am. J. Respir. Cell Mol. Biol.* 45, 287-294. 10.1165/rcmb.2010-0323OC20971881PMC3175558

[DMM050054C13] Deveaud, C. M., Macarak, E. J., Kucich, U., Ewalt, D. H., Abrams, W. R. and Howard, P. S. (1998). Molecular analysis of collagens in bladder fibrosis. *J. Urol.* 160, 1518-1527. 10.1016/S0022-5347(01)62606-59751406

[DMM050054C14] Edgar, R., Domrachev, M. and Lash, A. E. (2002). Gene Expression Omnibus: NCBI gene expression and hybridization array data repository. *Nucleic Acids Res.* 30, 207-210. 10.1093/nar/30.1.20711752295PMC99122

[DMM050054C15] Ekman, M., Albinsson, S., Uvelius, B. and Sward, K. (2016). MicroRNAs in bladder outlet obstruction: relationship to growth and matrix remodelling. *Basic Clin. Pharmacol. Toxicol.* 119 Suppl. 3, 5-17. 10.1111/bcpt.1253426612603

[DMM050054C16] Ekman, M., Bhattachariya, A., Dahan, D., Uvelius, B., Albinsson, S. and Sward, K. (2013). Mir-29 repression in bladder outlet obstruction contributes to matrix remodeling and altered stiffness. *PLoS ONE* 8, e82308. 10.1371/journal.pone.008230824340017PMC3858279

[DMM050054C17] Friedman, R. C., Farh, K. K., Burge, C. B. and Bartel, D. P. (2009). Most mammalian mRNAs are conserved targets of microRNAs. *Genome Res.* 19, 92-105. 10.1101/gr.082701.10818955434PMC2612969

[DMM050054C18] Fry, C. H., Kitney, D. G., Paniker, J., Drake, M. J., Kanai, A. and Andersson, K. E. (2018). Fibrosis and the bladder, implications for function ICI-RS 2017. *Neurourol. Urodyn.* 37, S7-s12. 10.1002/nau.2372530133788

[DMM050054C19] Gallant-Behm, C. L., Piper, J., Lynch, J. M., Seto, A. G., Hong, S. J., Mustoe, T. A., Maari, C., Pestano, L. A., Dalby, C. M., Jackson, A. L. et al. (2019). A MicroRNA-29 mimic (Remlarsen) represses extracellular matrix expression and fibroplasia in the skin. *J. Invest. Dermatol.* 139, 1073-1081. 10.1016/j.jid.2018.11.00730472058

[DMM050054C20] Ge, M., Liu, C., Li, L., Lan, M., Yu, Y., Gu, L., Su, Y., Zhang, K., Zhang, Y., Wang, T. et al. (2019). miR-29a/b1 inhibits hair follicle stem cell lineage progression by spatiotemporally suppressing WNT and BMP signaling. *Cell Rep.* 29, 2489-2504.e2484. 10.1016/j.celrep.2019.10.06231747615

[DMM050054C21] Gheinani, A. H., Kiss, B., Moltzahn, F., Keller, I., Bruggmann, R., Rehrauer, H., Fournier, C. A., Burkhard, F. C. and Monastyrskaya, K. (2017). Characterization of miRNA-regulated networks, hubs of signaling, and biomarkers in obstruction-induced bladder dysfunction. *JCI Insight* 2, e89560. 10.1172/jci.insight.8956028138557PMC5256140

[DMM050054C22] Gray, M. A., Wang, C. C., Sacks, M. S., Yoshimura, N., Chancellor, M. B. and Nagatomi, J. (2008). Time-dependent alterations of select genes in streptozotocin-induced diabetic rat bladder. *Urology* 71, 1214-1219. 10.1016/j.urology.2007.11.05418279932

[DMM050054C23] Grover, S., Srivastava, A., Lee, R., Tewari, A. K. and Te, A. E. (2011). Role of inflammation in bladder function and interstitial cystitis. *Ther. Adv. Urol.* 3, 19-33. 10.1177/175628721139825521789096PMC3126088

[DMM050054C24] Hao, Y., Miao, J., Liu, W., Cai, K., Huang, X. and Peng, L. (2021). Mesenchymal stem cell-derived exosomes carry MicroRNA-125a to protect against diabetic nephropathy by targeting histone deacetylase 1 and downregulating endothelin-1. *Diabetes Metab. Syndr. Obes.* 14, 1405-1418. 10.2147/DMSO.S28619133790607PMC8006976

[DMM050054C25] Harmanci, D., Erkan, E. P., Kocak, A. and Akdogan, G. G. (2017). Role of the microRNA-29 family in fibrotic skin diseases. *Biomed Rep* 6, 599-604. 10.3892/br.2017.90028584629PMC5449962

[DMM050054C26] He, Y., Huang, C., Lin, X. and Li, J. (2013). MicroRNA-29 family, a crucial therapeutic target for fibrosis diseases. *Biochimie* 95, 1355-1359. 10.1016/j.biochi.2013.03.01023542596

[DMM050054C27] Howard, P. S., Renfrow, D., Schechter, N. M. and Kucich, U. (2004). Mast cell chymase is a possible mediator of neurogenic bladder fibrosis. *Neurourol. Urodyn.* 23, 374-382. 10.1002/nau.2003215227657

[DMM050054C28] Huang, D. W., Sherman, B. T., Tan, Q., Collins, J. R., Alvord, W. G., Roayaei, J., Stephens, R., Baseler, M. W., Lane, H. C. and Lempicki, R. A. (2007). The DAVID Gene Functional Classification Tool: a novel biological module-centric algorithm to functionally analyze large gene lists. *Genome Biol.* 8, R183. 10.1186/gb-2007-8-9-r18317784955PMC2375021

[DMM050054C29] Ito, H., Pickering, A. E., Igawa, Y., Kanai, A. J., Fry, C. H. and Drake, M. J. (2017). Muro-neuro-urodynamics; a review of the functional assessment of mouse lower urinary tract function. *Front. Physiol.* 8, 49. 10.3389/fphys.2017.0004928220079PMC5292568

[DMM050054C30] Ito, S., Nomura, T., Ueda, T., Inui, S., Morioka, Y., Honjo, H., Fukui, A., Fujihara, A., Hongo, F. and Ukimura, O. (2021). Gene expression profiles during tissue remodeling following bladder outlet obstruction. *Sci. Rep.* 11, 13171. 10.1038/s41598-021-92756-134162983PMC8222387

[DMM050054C31] Kamei, J., Ito, H., Aizawa, N., Hotta, H., Kojima, T., Fujita, Y., Ito, M., Homma, Y. and Igawa, Y. (2018). Age-related changes in function and gene expression of the male and female mouse bladder. *Sci. Rep.* 8, 2089. 10.1038/s41598-018-20406-029391518PMC5794976

[DMM050054C32] Kanehisa, M., Furumichi, M., Sato, Y., Kawashima, M. and Ishiguro-Watanabe, M. (2023). KEGG for taxonomy-based analysis of pathways and genomes. *Nucleic Acids Res.* 51, D587-d592. 10.1093/nar/gkac96336300620PMC9825424

[DMM050054C33] Kim, A. K. and Hill, W. G. (2017). Effect of filling rate on cystometric parameters in young and middle aged mice. *Bladder* 4, e28.2855365610.14440/bladder.2017.88PMC5443651

[DMM050054C34] Kim, J. H., Lee, B. R., Choi, E. S., Lee, K. M., Choi, S. K., Cho, J. H., Jeon, W. B. and Kim, E. (2017). Reverse expression of aging-associated molecules through transfection of miRNAs to aged mice. *Mol. Ther. Nucleic Acids* 6, 106-115. 10.1016/j.omtn.2016.11.00528325277PMC5363412

[DMM050054C35] Kriegel, A. J., Liu, Y., Fang, Y., Ding, X. and Liang, M. (2012). The miR-29 family: genomics, cell biology, and relevance to renal and cardiovascular injury. *Physiol. Genomics* 44, 237-244. 10.1152/physiolgenomics.00141.201122214600PMC3289120

[DMM050054C36] Kullmann, F. A., Birder, L. A. and Andersson, K. E. (2015). Translational research and functional changes in voiding function in older adults. *Clin. Geriatr. Med.* 31, 535-548. 10.1016/j.cger.2015.06.00126476114PMC4865381

[DMM050054C37] Kullmann, F. A., Daugherty, S. L., de Groat, W. C. and Birder, L. A. (2014). Bladder smooth muscle strip contractility as a method to evaluate lower urinary tract pharmacology. *J. Vis. Exp.* e51807. 10.3791/5180725178111PMC4435542

[DMM050054C38] Lai, E. C. (2002). Micro RNAs are complementary to 3’ UTR sequence motifs that mediate negative post-transcriptional regulation. *Nat. Genet.* 30, 363-364. 10.1038/ng86511896390

[DMM050054C39] Lepor, H., Sunaryadi, I., Hartanto, V. and Shapiro, E. (1992). Quantitative morphometry of the adult human bladder. *J. Urol.* 148, 414-417. 10.1016/S0022-5347(17)36619-31378909

[DMM050054C40] Lewis, B. P., Burge, C. B. and Bartel, D. P. (2005). Conserved seed pairing, often flanked by adenosines, indicates that thousands of human genes are microRNA targets. *Cell* 120, 15-20. 10.1016/j.cell.2004.12.03515652477

[DMM050054C41] Lim, L. P., Lau, N. C., Garrett-Engele, P., Grimson, A., Schelter, J. M., Castle, J., Bartel, D. P., Linsley, P. S. and Johnson, J. M. (2005). Microarray analysis shows that some microRNAs downregulate large numbers of target mRNAs. *Nature* 433, 769-773. 10.1038/nature0331515685193

[DMM050054C42] Liu, Y., Taylor, N. E., Lu, L., Usa, K., Cowley, A. W., Jr, Ferreri, N. R., Yeo, N. C. and Liang, M. (2010). Renal medullary microRNAs in Dahl salt-sensitive rats: miR-29b regulates several collagens and related genes. *Hypertension* 55, 974-982. 10.1161/HYPERTENSIONAHA.109.14442820194304PMC2862728

[DMM050054C43] Ma, Y., Murgia, N., Liu, Y., Li, Z., Sirakawin, C., Konovalov, R., Kovzel, N., Xu, Y., Kang, X., Tiwari, A. et al. (2022). Neuronal miR-29a protects from obesity in adult mice. *Mol. Metab.* 61, 101507. 10.1016/j.molmet.2022.10150735490865PMC9114687

[DMM050054C44] Macoska, J. A., Wang, Z., Virta, J., Zacharias, N. and Bjorling, D. E. (2019). Inhibition of the CXCL12/CXCR4 axis prevents periurethral collagen accumulation and lower urinary tract dysfunction in vivo. *Prostate* 79, 757-767. 10.1002/pros.2378130811623PMC7269149

[DMM050054C45] Matsumoto, Y., Itami, S., Kuroda, M., Yoshizato, K., Kawada, N. and Murakami, Y. (2016). MiR-29a Assists in Preventing the Activation of Human Stellate Cells and Promotes Recovery From Liver Fibrosis in Mice. *Mol. Ther.* 24, 1848-1859. 10.1038/mt.2016.12727480597PMC5112039

[DMM050054C46] Maurer, B., Stanczyk, J., Jungel, A., Akhmetshina, A., Trenkmann, M., Brock, M., Kowal-Bielecka, O., Gay, R. E., Michel, B. A., Distler, J. H. et al. (2010). MicroRNA-29, a key regulator of collagen expression in systemic sclerosis. *Arthritis. Rheum.* 62, 1733-1743. 10.1002/art.2744320201077

[DMM050054C47] Mazzoccoli, L., Robaina, M. C., Bacchi, C. E., Soares Lima, S. C. and Klumb, C. E. (2019). miR-29 promoter and enhancer methylation identified by pyrosequencing in Burkitt lymhoma cells: Interplay between MYC and miR-29 regulation. *Oncol. Rep.* 42, 775-784. 10.3892/or.2019.718331173259

[DMM050054C83] Metcalfe, P. D., Wang, J., Jiao, H., Huang, Y., Hori, K., Moore, R. B. and Tredget, E. E. (2010). Bladder outlet obstruction: progression from inflammation to fibrosis. *BJU Int.* 106, 1686-1694. 10.1111/j.1464-410X.2010.09445.x20590549

[DMM050054C48] Mirone, V., Imbimbo, C., Sessa, G., Palmieri, A., Longo, N., Granata, A. M. and Fusco, F. (2004). Correlation between detrusor collagen content and urinary symptoms in patients with prostatic obstruction. *J. Urol.* 172, 1386-1389. 10.1097/01.ju.0000139986.08972.e315371851

[DMM050054C49] Montgomery, R. L., Yu, G., Latimer, P. A., Stack, C., Robinson, K., Dalby, C. M., Kaminski, N. and van Rooij, E. (2014). MicroRNA mimicry blocks pulmonary fibrosis. *EMBO Mol. Med.* 6, 1347-1356. 10.15252/emmm.20130360425239947PMC4287936

[DMM050054C50] Mott, J. L., Kurita, S., Cazanave, S. C., Bronk, S. F., Werneburg, N. W. and Fernandez-Zapico, M. E. (2010). Transcriptional suppression of mir-29b-1/mir-29a promoter by c-Myc, hedgehog, and NF-kappaB. *J. Cell. Biochem.* 110, 1155-1164. 10.1002/jcb.2263020564213PMC2922950

[DMM050054C51] Nicholson, T. M., Ricke, E. A., Marker, P. C., Miano, J. M., Mayer, R. D., Timms, B. G., vom Saal, F. S., Wood, R. W. and Ricke, W. A. (2012). Testosterone and 17beta-estradiol induce glandular prostatic growth, bladder outlet obstruction, and voiding dysfunction in male mice. *Endocrinology* 153, 5556-5565. 10.1210/en.2012-152222948219PMC3473198

[DMM050054C52] Noetel, A., Kwiecinski, M., Elfimova, N., Huang, J. and Odenthal, M. (2012). microRNA are Central Players in Anti- and Profibrotic Gene Regulation during Liver Fibrosis. *Front. Physiol.* 3, 49. 10.3389/fphys.2012.0004922457651PMC3307137

[DMM050054C53] O'Reilly, S. (2016). MicroRNAs in fibrosis: opportunities and challenges. *Arthritis Res. Ther.* 18, 11. 10.1186/s13075-016-0929-x26762516PMC4718015

[DMM050054C54] Osman, N. I., Chapple, C. R., Abrams, P., Dmochowski, R., Haab, F., Nitti, V., Koelbl, H., van Kerrebroeck, P. and Wein, A. J. (2014). Detrusor underactivity and the underactive bladder: a new clinical entity? A review of current terminology, definitions, epidemiology, aetiology, and diagnosis. *Eur. Urol.* 65, 389-398. 10.1016/j.eururo.2013.10.01524184024

[DMM050054C55] Papadopoulou, A. S., Dooley, J., Linterman, M. A., Pierson, W., Ucar, O., Kyewski, B., Zuklys, S., Hollander, G. A., Matthys, P., Gray, D. H. et al. (2011). The thymic epithelial microRNA network elevates the threshold for infection-associated thymic involution via miR-29a mediated suppression of the IFN-alpha receptor. *Nat. Immunol.* 13, 181-187. 10.1038/ni.219322179202PMC3647613

[DMM050054C56] Paul, P., Chakraborty, A., Sarkar, D., Langthasa, M., Rahman, M., Bari, M., Singha, R. S., Malakar, A. K. and Chakraborty, S. (2018). Interplay between miRNAs and human diseases. *J. Cell. Physiol.* 233, 2007-2018. 10.1002/jcp.2585428181241

[DMM050054C57] Qin, W., Chung, A. C., Huang, X. R., Meng, X. M., Hui, D. S., Yu, C. M., Sung, J. J. and Lan, H. Y. (2011). TGF-beta/Smad3 signaling promotes renal fibrosis by inhibiting miR-29. *J. Am. Soc. Nephrol.* 22, 1462-1474. 10.1681/ASN.201012130821784902PMC3148701

[DMM050054C58] Rachinger, N., Fischer, S., Böhme, I., Linck-Paulus, L., Kuphal, S., Kappelmann-Fenzl, M. and Bosserhoff, A. K. (2021). Loss of gene information: discrepancies between RNA sequencing, cDNA microarray, and qRT-PCR. *Int. J. Mol. Sci.* 22, 9349. 10.3390/ijms2217934934502254PMC8430810

[DMM050054C59] Ricke, W. A., Lee, C. W., Clapper, T. R., Schneider, A. J., Moore, R. W., Keil, K. P., Abler, L. L., Wynder, J. L., López Alvarado, A., Beaubrun, I. et al. (2016). In utero and lactational TCDD exposure increases susceptibility to lower urinary tract dysfunction in adulthood. *Toxicol. Sci.* 150, 429-440. 10.1093/toxsci/kfw00926865671PMC4900134

[DMM050054C60] Rupaimoole, R. and Slack, F. J. (2017). MicroRNA therapeutics: towards a new era for the management of cancer and other diseases. *Nat. Rev. Drug Discov.* 16, 203-222. 10.1038/nrd.2016.24628209991

[DMM050054C61] Rusu, M., Hilse, K., Schuh, A., Martin, L., Slabu, I., Stoppe, C. and Liehn, E. A. (2019). Biomechanical assessment of remote and postinfarction scar remodeling following myocardial infarction. *Sci. Rep.* 9, 16744. 10.1038/s41598-019-53351-731727993PMC6856121

[DMM050054C62] Sadegh, M. K., Ekman, M., Rippe, C., Uvelius, B., Sward, K. and Albinsson, S. (2012). Deletion of Dicer in smooth muscle affects voiding pattern and reduces detrusor contractility and neuroeffector transmission. *PLoS ONE* 7, e35882. 10.1371/journal.pone.003588222558254PMC3338793

[DMM050054C63] Salomon, W. E., Jolly, S. M., Moore, M. J., Zamore, P. D. and Serebrov, V. (2015). Single-molecule imaging reveals that argonaute reshapes the binding properties of its nucleic acid guides. *Cell* 162, 84-95. 10.1016/j.cell.2015.06.02926140592PMC4503223

[DMM050054C64] Schirle, N. T., Sheu-Gruttadauria, J. and MacRae, I. J. (2014). Structural basis for microRNA targeting. *Science* 346, 608-613. 10.1126/science.125804025359968PMC4313529

[DMM050054C65] Smith, P. P. (2017). Pathophysiology of the underactive bladder: evolving new concepts. *Curr. Bladder Dysfunct. Rep.* 12, 35-41. 10.1007/s11884-017-0407-628740567PMC5521014

[DMM050054C66] Thomas, A. W. and Abrams, P. (2000). Lower urinary tract symptoms, benign prostatic obstruction and the overactive bladder. *BJU Int.* 85 Suppl 3, 57-68; discussion 70-51. 10.1111/j.1464-410X.2000.tb16953.x11954200

[DMM050054C67] Toosi, K. K., Nagatomi, J., Chancellor, M. B. and Sacks, M. S. (2008). The effects of long-term spinal cord injury on mechanical properties of the rat urinary bladder. *Ann. Biomed. Eng.* 36, 1470-1480. 10.1007/s10439-008-9525-918622703

[DMM050054C68] van Rooij, E., Sutherland, L. B., Thatcher, J. E., DiMaio, J. M., Naseem, R. H., Marshall, W. S., Hill, J. A. and Olson, E. N. (2008). Dysregulation of microRNAs after myocardial infarction reveals a role of miR-29 in cardiac fibrosis. *Proc. Natl. Acad. Sci. USA* 105, 13027-13032. 10.1073/pnas.080503810518723672PMC2529064

[DMM050054C69] Vasquez, E., Cristofaro, V., Lukianov, S., Burkhard, F. C., Gheinani, A. H., Monastyrskaya, K., Bielenberg, D. R., Sullivan, M. P. and Adam, R. M. (2017). Deletion of neuropilin 2 enhances detrusor contractility following bladder outlet obstruction. *JCI Insight* 2, e90617. 10.1172/jci.insight.9061728194441PMC5291730

[DMM050054C70] Vettori, S., Gay, S. and Distler, O. (2012). Role of MicroRNAs in fibrosis. *Open Rheumatol. J.* 6, 130-139. 10.2174/187431290120601013022802911PMC3396185

[DMM050054C71] Wang, L., Guan, X., Hu, Q., Wu, Z., Chen, W., Song, L., Wang, K., Tian, K., Cao, C., Zhang, D. et al. (2021). TGFB3 downregulation causing chordomagenesis and its tumor suppression role maintained by Smad7. *Carcinogenesis* 42, 913-923. 10.1093/carcin/bgab02234057989

[DMM050054C72] Wang, Z., Guzman, E. C., Nimunkar, A., Keil, K. P., Vezina, C. M., Ricke, W. A., Macoska, J. and Bjorling, D. E. (2019). Void sorcerer: an open source, open access framework for mouse uroflowmetry. *Am. J. Clin. Exp. Urol.* 7, 170-177.31317056PMC6627548

[DMM050054C73] Wang, Z. Y., Wang, P., Merriam, F. V. and Bjorling, D. E. (2008). Lack of TRPV1 inhibits cystitis-induced increased mechanical sensitivity in mice. *Pain* 139, 158-167. 10.1016/j.pain.2008.03.02018445509

[DMM050054C74] Wardana, T., Oktriani, R., Murjayanto, C. H., Putri, D. U., Anwar, S. L., Aryandono, T. and Haryana, S. M. (2023). MicroRNA gene signature for predicting mechanisms in nasopharyngeal carcinoma: a case study on the potential application of circulating biomarkers. *Microrna* 12, 29-44. 10.2174/221153661166622091914483436121076

[DMM050054C75] Wegner, K. A., Keikhosravi, A., Eliceiri, K. W. and Vezina, C. M. (2017). Fluorescence of picrosirius red multiplexed with immunohistochemistry for the quantitative assessment of collagen in tissue sections. *J. Histochem. Cytochem.* 65, 479-490. 10.1369/002215541771854128692327PMC5533271

[DMM050054C76] Wegner, K. A., Mueller, B. R., Unterberger, C. J., Avila, E. J., Ruetten, H., Turco, A. E., Oakes, S. R., Girardi, N. M., Halberg, R. B., Swanson, S. M. et al. (2020). Prostate epithelial-specific expression of activated PI3K drives stromal collagen production and accumulation. *J. Pathol.* 250, 231-242. 10.1002/path.536331674011PMC7071816

[DMM050054C77] Wood, R., Eichel, L., Messing, E. M. and Schwarz, E. (2001). Automated noninvasive measurement of cyclophosphamide-induced changes in murine voiding frequency and volume. *J. Urol.* 165, 653-659. 10.1097/00005392-200102000-0008911176453

[DMM050054C78] Xiao, J., Meng, X. M., Huang, X. R., Chung, A. C., Feng, Y. L., Hui, D. S., Yu, C. M., Sung, J. J. and Lan, H. Y. (2012). miR-29 inhibits bleomycin-induced pulmonary fibrosis in mice. *Mol. Ther.* 20, 1251-1260. 10.1038/mt.2012.3622395530PMC3369297

[DMM050054C79] Yu, W., Hill, W. G., Robson, S. C. and Zeidel, M. L. (2018). Role of P2X4 receptor in mouse voiding function. *Sci. Rep.* 8, 1838. 10.1038/s41598-018-20216-429382907PMC5789870

[DMM050054C80] Yu, W., Zhao, S., Wang, Y., Zhao, B. N., Zhao, W. and Zhou, X. (2017). Identification of cancer prognosis-associated functional modules using differential co-expression networks. *Oncotarget* 8, 112928-112941. 10.18632/oncotarget.2287829348878PMC5762563

[DMM050054C81] Zhang, Y., Huang, X. R., Wei, L. H., Chung, A. C., Yu, C. M. and Lan, H. Y. (2014). miR-29b as a therapeutic agent for angiotensin II-induced cardiac fibrosis by targeting TGF-beta/Smad3 signaling. *Mol. Ther.* 22, 974-985. 10.1038/mt.2014.2524569834PMC4015231

[DMM050054C82] Zwaans, B. M. M., Nicolai, H. E., Chancellor, M. B. and Lamb, L. E. (2020). Prostate cancer survivors with symptoms of radiation cystitis have elevated fibrotic and vascular proteins in urine. *PLoS ONE* 15, e0241388.3311967710.1371/journal.pone.0241388PMC7595289

# Supplementary material for: Lack of expression of miR-29a/b1 impairs bladder function in male mice
**Source:** Dis Model Mech. 2023 Jun 7;16(6):dmm050054. doi: 10.1242/dmm.050054
**Supplement:** Supplementary information

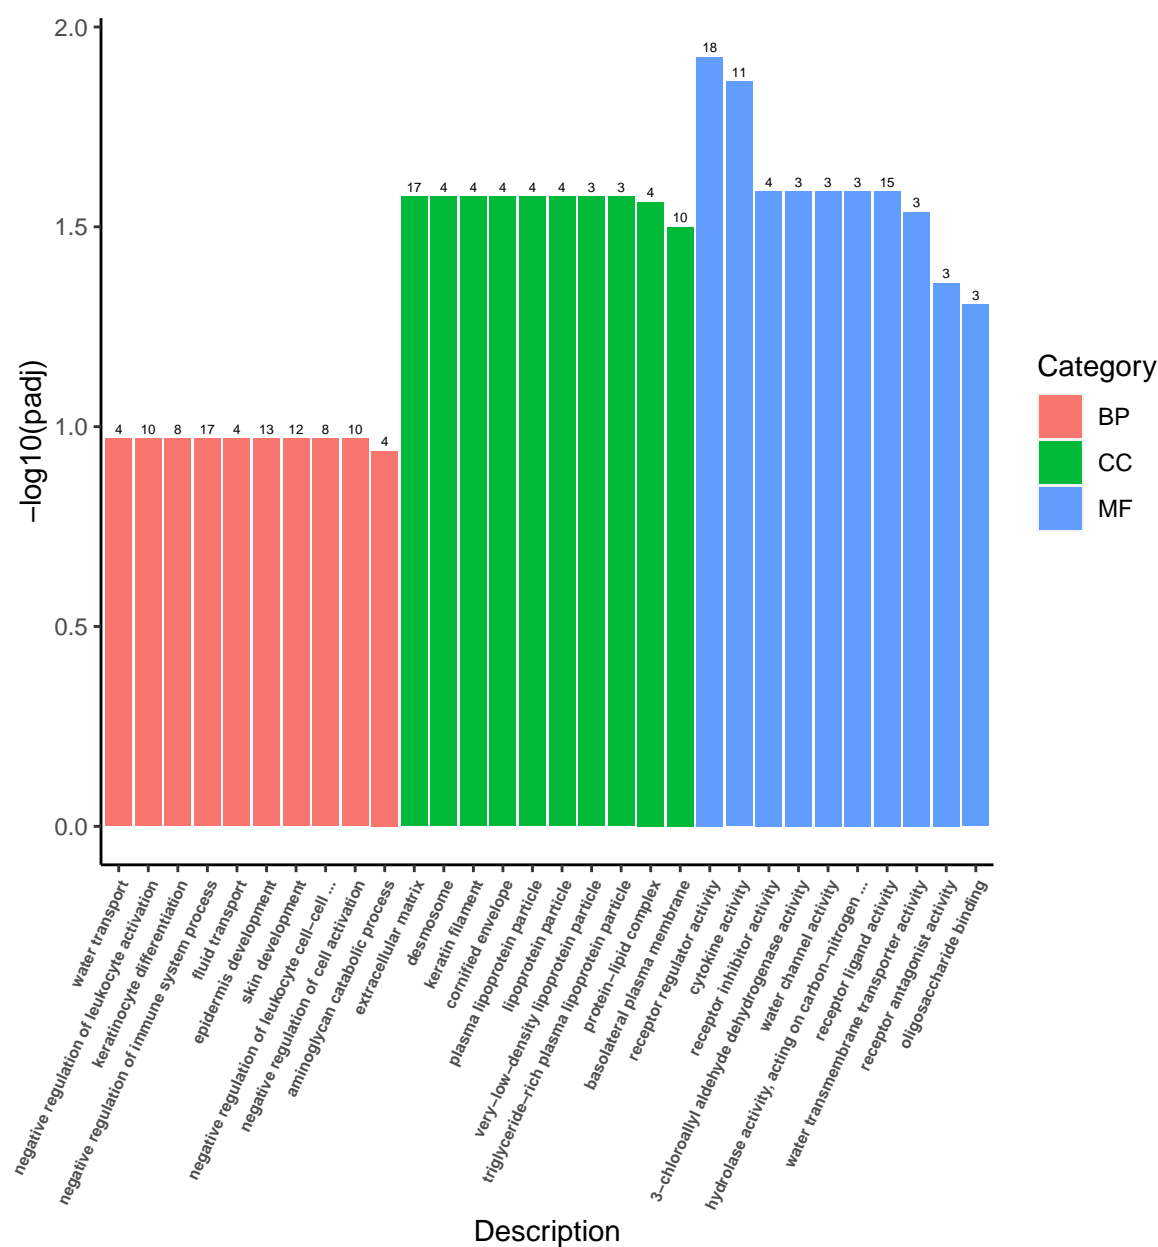

**Fig. S1. Results of investigation of gene ontology for those signals found to be upregulated in bladders from KO mice relative to those from WT mice.** BP - biological process; CC - cellular component; MF - molecular function.

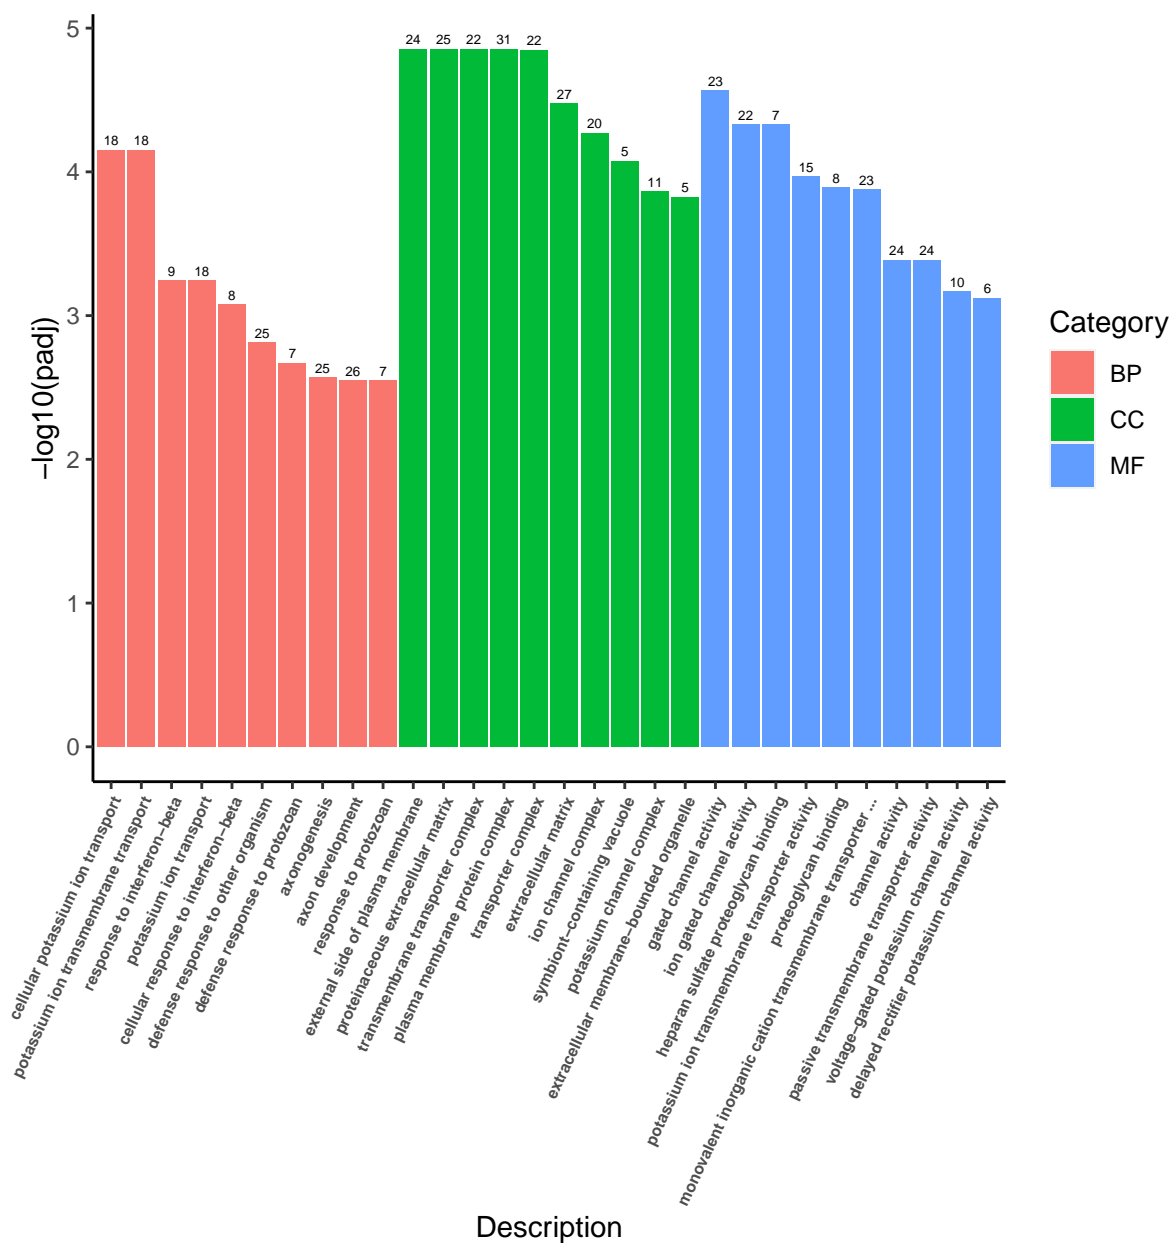

**Fig. S2. Results of investigation of gene ontology for those signals found to be downregulated in bladders from KO mice relative to those from WT mice.** BP - biological process; CC - cellular component; MF -molecular function.

**Table S1. All genes found to be differentially expressed by bladders of KO mice compared to those of WT mice.**

[Click here to download Table S1](#)

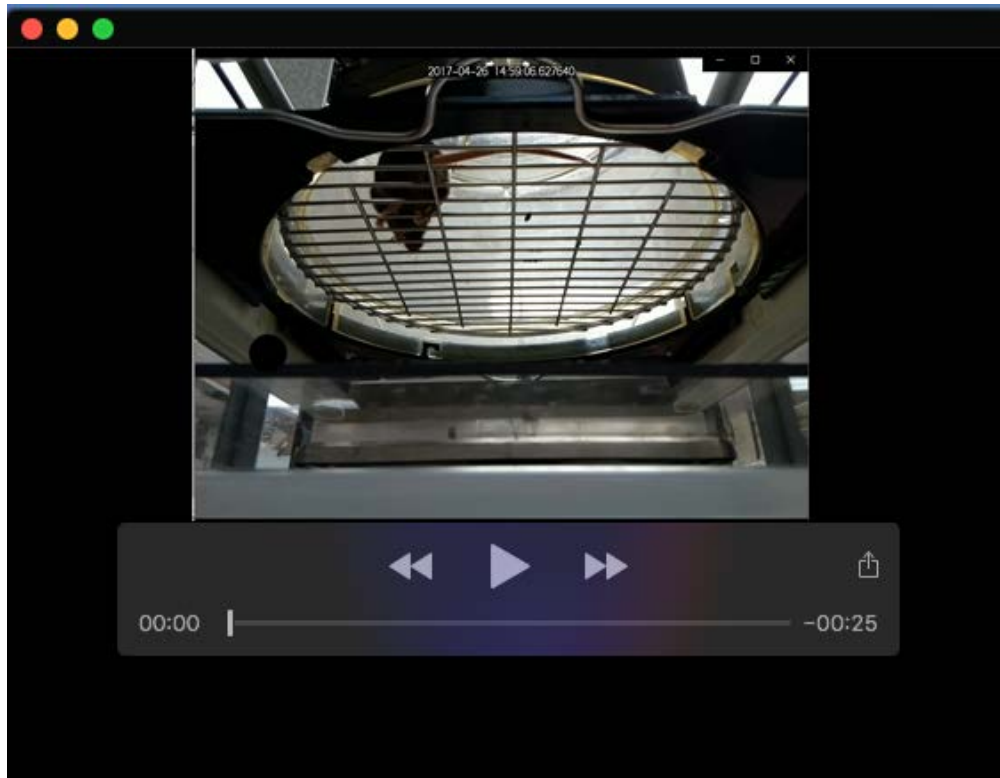

**Movie 1. Voiding pattern of WT mouse.** This video illustrates the voiding pattern characteristic of male wild-type mice that voided a continuous stream of urine.

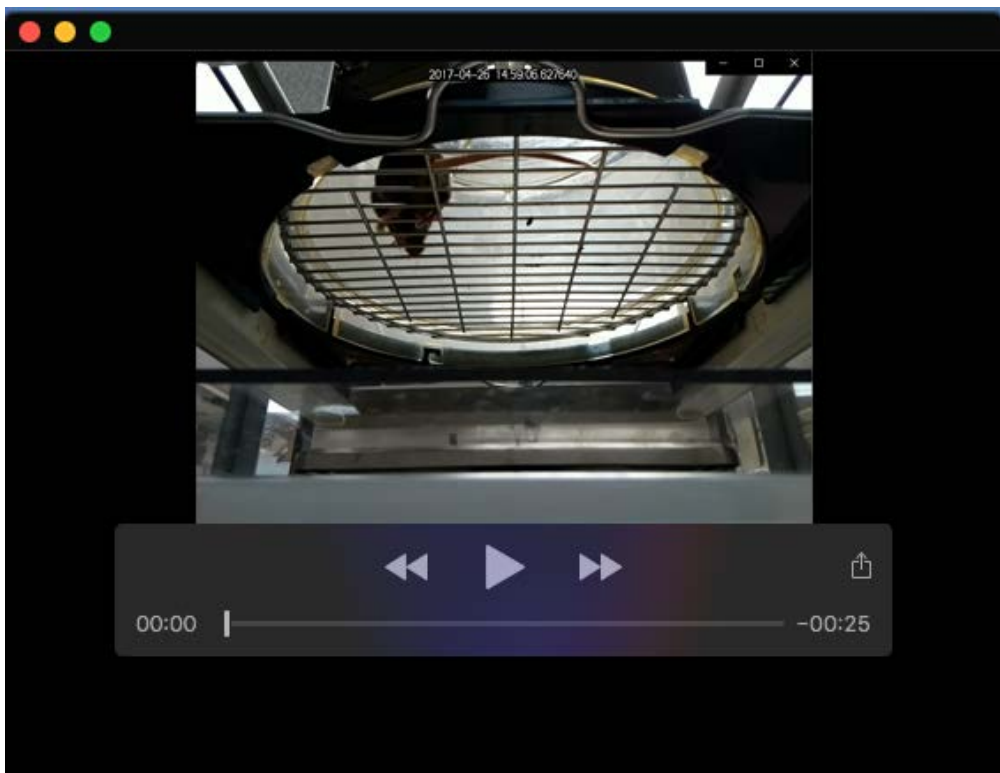

**Movie 2. Voiding pattern of KO mouse.** This video illustrates the voiding pattern of male mice lacking constitutive expression of *MIR-29a* and *MIR-29b1* that was characterized by expulsion of intermittent droplets of urine.

How the deposited data were processed for this re-analysis (not part of the article)

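Bladder RNA from 6 KO and 6 WT male mice was sequenced by the authors, with 1 library per mouse. The paper states that libraries were built with the NEBNext Ultra RNA kit and sequenced as paired-end reads on an Illumina NovaSeq platform, that reads were trimmed, quality checked and mapped to the mouse genome, and that DESeq2 (version 1.20.0) was used for the comparison; its text does not name the aligner, the counting tool or the annotation release. The deposited table gives 54532 genes of mm10 with 1 column per library, and every column was mapped to a mouse by its label. The authors deposited raw counts per gene, which are whole numbers. The authors also deposited FPKM values, which equal the counts over gene length and 1 constant per library that is near its total count. The signal columns deposited by the authors hold the mean normalized count of each genotype. The log2 fold changes and the p-values and adjusted p-values deposited by the authors come from their DESeq2 comparison of KO with WT, over 28056 genes with a total count of at least 2; an adjusted p of 1 is written for 7084 of these.

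The analysis starts from the raw counts. Genes were kept by edgeR's filter on low counts by genotype (minimum count 10, minimum total count 15), which left 16246 of the 29670 genes with at least 1 count. Library sizes were scaled by TMM, and genotype was tested by edgeR's quasi-likelihood F-test (edgeR 4.0.16, limma 3.58.1, R 4.3.3). A gene was called at a Benjamini-Hochberg adjusted p of at most 0.05 and an absolute log2 fold change of at least log2(1.5), the paper's stated thresholds. The standard error of a log2 fold change was taken from the F statistic. Levels are CPM on TMM-scaled library sizes, and correlations and principal components use log2 CPM with a prior count of 2. Exact permutation tests cover all splits of the 12 libraries into 6 and 6 and are two-sided.

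The 32 gene lists were tested with camera at a preset correlation of 0.01 and at an estimated correlation, and with fry, each adjusted over the 32 lists. Calls within a list were also adjusted over the list alone. The genes named in the text were drawn from every gene that the paper names for these bladders, the 12 genes with the largest rise and the 12 with the largest fall among called genes of at least 1 CPM whose groups do not overlap, up to 3 called members per list and direction (2 members where none is called), called genes within 1 Mb of Mir29a and the nearest tested gene on each side of it. Fig. 5B, with 7 matrix genes, had been seen when this rule was written.

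Sites of miR-29 were searched as TGGTGCT in the longest annotated 3′ UTR of each gene (GENCODE M21, at least 20 bases; 99.8% of the deposited gene identifiers are in it). The median log2 fold change of genes with and without a site was compared after a smooth trend (span 0.3) on the logarithm of 3′ UTR length was removed, and the other 139 orders of the same bases served as controls; the interval is from 2000 bootstrap draws. This step used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and statsmodels 0.14.6, and figures were drawn with matplotlib 3.10.9.

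The alternatives were DESeq2 (version 1.42.0), limma-voom, 2 other normalizations, no filter and a stricter filter on low counts, the replicate number as a block, FPKM with pseudocounts of 1 and 0.1, protein-coding genes only, other thresholds, the authors' p-values, and leaving out each library in turn. In a test on simulated counts with the observed spread between libraries (common biological coefficient of variation 0.258), 6 of 65 genes changed by a fold of 1.5, 42 of 67 changed by a fold of 2 and 60 of 65 changed by a fold of 4 were called, none in the wrong direction, and 7 of 15794 unchanged genes were called. A simulated list of 30 genes shifted by 0.4 passed camera and none of the 32 lists did; a simulated shift of 0.06 at miR-29 sites was recovered as 0.051. In other splits of the real libraries, a median of 8 lists passed camera with the preset correlation. The simulation therefore does not give the rate at which lists pass by chance in the real libraries. Pairs of libraries were checked for being copies of each other, and no pair was. Neither the labels nor the paper says whether replicate numbers pair a KO with a WT mouse. After the genotype means were removed, the mean correlation of libraries of the same number was −0.0907. This shows no sign of pairing but cannot exclude it. No library was left out, and short-RNA reads were not available.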

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

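The tests of the explanations weighed for 3 patterns below were chosen after the results were seen; the tests of genes and gene lists were fixed before.

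Lncpint, a long non-coding RNA gene beside the deleted miRNA genes that the paper does not discuss, had a log2 fold change of 8.49 in KO bladders, and Gm27019, which overlaps the end of Mir29b-1, had 49 counts in KO (2 to 23 per library) and 1 in WT libraries; the paper gives the length of the deletion, which is less than the 19818 bases from Mir29a to Lncpint, and its restriction sites, but no genome coordinates against which to place the counts of Gm27019. A rise of all genes around the deleted region is argued against by the other 15 tested genes within 1 Mb of Mir29a, whose median log2 fold change was 0.0695 (quartiles −0.13 and 0.13, range −0.56 to 1.07), although 1 of them, Gm43800, was called higher at 1.07. The lowest KO level of Lncpint was 125 times the highest WT level, so no library stood at the level of the other genotype. A mislabelled library would narrow this gap, so the value restates the rise and does not test its cause. Loss of repression through miR-29 sites in Lncpint cannot be told apart from other causes, because 2 of its 16 annotated transcripts contain a site and the counts do not separate transcripts. An effect of the deleted allele on transcription of Lncpint may also account for the rise, and no test of it was possible from these counts.

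Keratin and squamous epithelial lists had a median log2 fold change of 0.65 each (camera with an estimated correlation, adjusted p = 0.0276 for both), while 6 of 13 glial, 3 of 15 fibroblast and 7 of 17 macrophage markers were lower, lists with an adjusted p of 0.0192, 0.0951 and 0.137 in the same test, which of these 3 only the glial list passes. A lower share of smooth muscle would raise the markers of every other cell type alike, but the epithelial list exceeded the 45 genes of glia, fibroblasts and macrophages by 1.27 on the log2 scale in KO relative to WT (SD per library 0.257 in KO and 0.235 in WT), having moved by 0.57 against −0.70. A larger share of urothelium as the whole cause is argued against, narrowly, by keratins and desmosomes outside the list of differentiated urothelium, which exceeded the 17 genes of that list by 0.284 (SD 0.272 in KO and 0.11 in WT; exact permutation test, p = 0.039), and by the 5 uroplakin genes, which the full keratin list exceeded by 0.55. The urothelium list itself moved by 0.412 (exact permutation test, p = 0.00866), with 16 of its 17 genes positive, so that a larger share as part of the cause may remain. A change of the epithelium toward a squamous state, and a true loss of glia, fibroblasts or macrophages, may each remain, and neither was tested.

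Of the 31 matrix genes listed as miR-29 targets, 9 were higher in KO bladders and none was lower, and of 15 fibroblast markers 3 were lower and none was higher; neither list passes camera with an estimated correlation (adjusted p = 0.307 and 0.0951). More fibroblasts with unchanged marker mRNA per cell would raise the fibroblast markers. These moved by −0.607 on the log2 scale (SD per library 0.305 in KO and 0.138 in WT) while the matrix targets moved by 0.35. The fall of the markers is part of the pattern, so it does not test this cause independently. Marker mRNA per fibroblast was not measured, so more fibroblasts cannot be excluded. A trend with the length of the 3′ UTR as the whole cause is argued against, because the difference between the 2 lists was 0.962 before and 0.974 after the trend was removed from both (SD per library after removal 0.33 in KO and 0.214 in WT). Loss of repression through miR-29 sites cannot be told apart from other causes: the 25 matrix targets with a site had a mean log2 fold change 0.414 above that of the 6 without (exact test over all divisions of the genes, p = 0.206). With the 6-base match GGTGCT, which Sparc also contains, only 2 of the 31 are without (p = 0.0538 from the same exact test).

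In 10 of 318 groups of 6 bladders, 1 bladder stood far from the others, with a gap to its nearest neighbour of more than 0.625 of the range of the group; chance gives 15.9 such groups. Among KO bladders, the ratio was 0.722 for the total count (KO replicate 6, highest), 0.776 for the list of accessory sex glands (KO replicate 4, lowest), 0.778 for Cd4 (KO replicate 5, lowest), 0.648 for Col7a1 (KO replicate 1, lowest), 0.664 for Lncpint (KO replicate 5, lowest) and 0.748 for Mmp3 (KO replicate 1, highest). Among WT bladders, it was 0.726 for Fabp4 (WT replicate 2, lowest), 0.708 for Gstp3 (WT replicate 6, lowest), 0.647 for Mylk (WT replicate 6, highest) and 0.803 for Plin4 (WT replicate 1, lowest).

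Lists of genes whose expression the paper discusses neither in its text nor in its figures, the gene ontology of Figs S1 and S2 included, passed camera with the preset correlation. Those with a lower median log2 fold change in KO bladders were T, B and plasma cells (−1.24), macrophages (−0.82), Schwann cells (−0.66), skeletal muscle (−0.60), fibroblasts (−0.53) and the smooth muscle contractile apparatus (−0.28). Those with a higher median were cell cycle (0.55), differentiated urothelium (0.47), ribosomal proteins (0.19) and miR-29 targets outside the matrix (0.14). Of these 10 lists, Schwann cells alone passed with an estimated correlation.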

How the results depend on the processing

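Over the alternatives other than leaving out a library, 1388 values kept their side of the threshold (12 of them, all lists that did not pass, in the other direction), 90 lost a call, 4 gained one and 14 moved beyond their spread; with 1 library left out, these numbers were 1704 (29, lists and genes that were not called, in the other direction), 184, 7 and 1. No called gene and no list that passed reversed; Col1a1, which was not called, ran from −0.0386 to 0.212. The miR-29 sites without the matrix targets and the protein-coding potassium channels (median −0.36, adjusted p = 0.0003) are settings added after seeing the data. Eln, Sparc, Col17a1, Loxl2, Mmp3 and Lncpint were called under every setting that changed the test, normalization, filter, unit or libraries, apart from Lncpint, which the setting with protein-coding genes does not hold. Under the same settings, 6 or 7 of the 7 genes of Fig. 5B were called higher. In simulated data at this depth and spread, genes changed by a fold of 1.5 were called in 9.23% of cases and those changed by a fold of 2 in 62.7%. Changes by a fold of 1.5 were thus mostly missed in the simulation. In the real data, 528 of the 1089 called genes had an absolute log2 fold change of at least 1, and the others changed by less. The simulated rates may therefore not hold for the real data.

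The numbers of higher and lower genes were 326 and 308 on log2(FPKM + 1), 236 and 292 at an absolute log2 fold change of at least 1, 107 and 91 at 1.5, 110 and 70 with glmTreat, and 270 and 222 at an adjusted p of at most 0.01; the stricter thresholds call fewer genes by construction, and the cause was not tested for FPKM. Without 1 library they ranged from 379 to 563 and from 362 to 597, the 362 being without WT replicate 2. The other settings gave 358 to 697 higher and 426 to 822 lower genes. With the replicate number as a block, 358 and 426 genes were called; whether the numbers pair the mice is not stated. The rank of Eln was 69 with DESeq2, 62 with no filter, 19 on log2(FPKM + 0.1) and 6 on log2(FPKM + 1); the cause was not tested.

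With an estimated correlation, adjusted p-values of lists that passed with the preset one were 0.307 for matrix targets of miR-29, 0.437 for other miR-29 targets, 0.489 for fibrillar collagens, 0.137 for sodium, calcium and TRP channels, 0.192 for smooth muscle, 0.201 for urothelium, 0.192 for the interferon response, 0.137 for macrophages, 0.167 for T, B and plasma cells, 0.437 for neutrophils, 0.0951 for fibroblasts, 0.307 for skeletal muscle, 0.738 for cell cycle and 0.815 for ribosomal proteins; correlated genes widen this test by construction. Other adjusted p-values that crossed 0.05 were, with limma-voom, 0.0565 for other miR-29 targets, 0.0818 for neutrophils and 0.0672 for cell cycle; with DESeq2, 0.0505 for fibrillar collagens and 0.000289 for sex glands; with a stricter filter, 0.0506 for other miR-29 targets and for fibrillar collagens and 0.0576 for cell cycle; with no filter, 0.0538 for neutrophils, 0.00743 for sex glands, 0.0413 for immediate early genes and 0.048 for clock genes; and with the replicate block, 0.0622 for other miR-29 targets and 0.071 for cell cycle. The cause was not tested.

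Without 1 library, adjusted p-values ranged from 0.00967 to 0.158 for other miR-29 targets, 0.00501 to 0.131 for fibrillar collagens, 0.0367 to 0.489 for elastic fibres, 0.00491 to 0.133 for neutrophils, 0.00151 to 0.0807 for skeletal muscle, 0.00214 to 0.406 for cell cycle, 0.0047 to 0.591 for immediate early genes, 0.0361 to 0.406 for clock genes, 0.000753 (without KO replicate 5) to 0.954 for oxidative phosphorylation and 4.46e-06 to 0.641 (without KO replicate 5) for ribosomal proteins. The shift at miR-29 sites was 0.0375 (permutation test over the orders of the bases, p = 0.1) without the trend on 3′ UTR length, against 0.13 for sites of 8 bases (rank 3 of 1120 orders, the highest other 0.131), 0.046 for sites of 6 bases and 0.066 for genes of at least 5 CPM.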

Differences from the paper's values

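The paper reports 329 upregulated genes, and 504 were called higher here at the paper's stated thresholds. Of the alternatives set before the data were examined, limma-voom (447), upper-quartile normalization (444), the stricter filter (492), the replicate block (358), log2(FPKM + 1) (326), log2(FPKM + 0.1) (455), protein-coding genes only (480), an absolute log2 fold change of at least 1 (236) and an adjusted p of at most 0.01 (270) come within 1.5 times the paper's number. DESeq2 (666), RLE size factors (507), no filter (528), no fold threshold (697), a log2 fold change of at least 1.5 (107), glmTreat (110) and the authors' p-values over the genes kept here (613) do not. Leaving out 1 library comes within it in 10 of 12 cases, the exceptions being KO replicate 2 (563) and KO replicate 5 (555). In the authors' deposited DESeq2 table, an adjusted p of at most 0.05 gives 666 higher and 822 lower genes at the stated log2(1.5) threshold, and 329 higher and 425 lower genes, the paper's numbers, at an absolute log2 fold change of at least 1, a threshold found after seeing the values; of those genes, 236 and 289 were called here.

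The paper gives a sequencing depth of more than 30 M reads (M, 1e6), and the smallest library here has 17.0 M counts assigned to genes, or 34.1 M reads if each count is a pair of reads, which would lie above the paper's number. The reads are paired-end, and neither the paper nor the table says whether reads or pairs were counted. No alternative applies to a total count.

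The paper states that RNAseq showed no significant increase of Col3a1 mRNA. In the authors' deposited table, its log2 fold change is 0.74 and its adjusted p 0.0036, which passes the stated log2(1.5) threshold but not a log2 fold change of at least 1. Here Col3a1 was called higher, with a log2 fold change of 0.74 and an adjusted p of 0.0288, and its call was lost without KO replicate 4 (0.0656), WT replicate 2 (0.0728) or WT replicate 5 (0.0570). For Col1a1, which the paper describes in the same way, the adjusted p was 0.86.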

Other observations

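All 18 genes of the smooth muscle contractile apparatus had a negative log2 fold change in KO bladders (median −0.28), and 1 of them was called, also when adjusted over the list alone (2 with limma-voom, and 1 to 3 with 1 library left out). This was Mylk, the kinase that starts contraction by phosphorylating myosin, which was 2306 ± 442 CPM in KO and 3926 ± 252 CPM in WT bladders (SD, n = 6 each; log2 fold change −0.77, adjusted p = 0.00243 from edgeR), WT replicate 6 lying far above the other WT bladders. Camera gave the list an adjusted p of 0.00095 (adjusted p = 0.192 with an estimated correlation). Of 19 cholinergic, purinergic, adrenergic and tachykinin receptors, 2 were higher and 3 lower, also when adjusted over the list alone (1 to 3 lower with 1 library left out; median −0.03, camera adjusted p = 0.774). The tachykinin receptor genes Tacr1 and Tacr2 had log2 fold changes of 1.16 (not called on log2(FPKM + 1), at 0.47) and −1.05 (adjusted p = 0.0239 from edgeR, not called without KO replicate 3 or WT replicate 2, 3 or 6, at 0.0516 to 0.0545). P2ry14, a receptor for UDP-sugars, had a log2 fold change of 1.90 (not called on log2(FPKM + 1), at 0.37) and P2ry12, an ADP receptor of microglia and platelets, one of −1.80. P2rx1, the ATP-gated channel of bladder smooth muscle, was 403 ± 234 CPM in KO and 826 ± 207 CPM in WT bladders (adjusted p = 0.0363 from edgeR), a call lost with DESeq2 (0.0556) and without KO replicate 1, 3, 4 or 5 or WT replicate 2, 3, 4 or 6 (0.0519 to 0.0798). Of 8 markers of autonomic and sensory neurons, edgeR called none (median −0.11, camera adjusted p = 0.712), 1 was lower at an unadjusted p under 0.05, and DESeq2 and limma-voom called none.

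All 17 cell cycle genes had a positive log2 fold change (median 0.55), but edgeR called none; 2 were higher at an unadjusted p under 0.05, DESeq2 called 1 and limma-voom none. Camera gave an adjusted p of 0.049 (adjusted p = 0.738 with an estimated correlation), which was lost without KO replicate 1 (0.0598), 2 (0.09), 4 (0.221) or 5 (0.406) or WT replicate 1 (0.224) or 2 (0.108). Of 83 ribosomal protein genes, 81 had a positive log2 fold change (median 0.19); edgeR, DESeq2 and limma-voom called none and none had an unadjusted p under 0.05, and camera gave an adjusted p of 0.00302 (adjusted p = 0.815 with an estimated correlation, 0.641 without KO replicate 5). The 79 genes of oxidative phosphorylation had a median of −0.01 and no call by edgeR, DESeq2 or limma-voom, none at an unadjusted p under 0.05 (camera adjusted p = 0.455, but 0.000753, as lower, without KO replicate 5). Of 14 endothelial markers, the 3 tools called none and none had an unadjusted p under 0.05 (median −0.11, camera adjusted p = 0.377). The 3 tools also called none of 4 adipocyte markers (1 higher at an unadjusted p under 0.05; median −0.02, camera adjusted p = 0.928) and none of 18 clock genes (1 lower at an unadjusted p under 0.05; median −0.33, camera adjusted p = 0.151, but 0.0472 without KO replicate 3 and 0.0361 without WT replicate 5). Of 12 immediate early and stress genes they called none (1 lower at an unadjusted p under 0.05; median −0.46, camera adjusted p = 0.147, but 0.0047 without KO replicate 3 and 0.0161 without WT replicate 4). Of 11 skeletal muscle genes, 3 were lower and none higher (4 and none when adjusted over the list alone; 0 to 3 lower with 1 library left out; median −0.60), with a camera adjusted p of 0.0256 (adjusted p = 0.307 with an estimated correlation, 0.0807 without KO replicate 1 and 0.0553 without KO replicate 4). The 3 were Acta1, not called with DESeq2 (adjusted p = 0.076), with a stricter filter (0.0501) or without KO replicates 1 to 5 or WT replicates 2, 3, 4 or 6, each left out alone (adjusted p = 0.0583 to 0.122), Ckm, not called without KO replicates 1 to 5 or WT replicates 2 to 6 (0.0507 to 0.0926), and Actn3, not called on log2(FPKM + 1) (log2 difference −0.45) or without WT replicate 2 (0.0573) or 3 (0.0528). Of 2 genes of accessory sex glands, Hoxb13, a homeobox gene of the posterior body, was lower, also when adjusted over the list alone (not called on log2(FPKM + 1); median −0.96, camera adjusted p = 0.156).

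Of the 32 lists, 19 passed camera with the preset correlation (10 higher and 9 lower), 5 with an estimated correlation (3 higher and 2 lower) and 15 passed fry, which tests whether the genes of a list move one way.

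Other splits of the 12 libraries into 6 and 6 were drawn as 100 of the 462 possible ones, the real one included, as a test chosen after the results were seen. Chance can be excluded for the 1089 called genes, which 1 of 100 splits reached, the real one; the highest of the others gave 25. Chance can also be excluded for the shift of 0.065 at miR-29 sites (1 of 100 splits, highest other 0.048). For the 5 lists that passed with an estimated correlation (1 of 100 splits, highest other 1), the count does not decide. Of these, keratins, cornified epithelium, aquaporins and potassium channels cover groups that the paper reports as changed in these libraries. For the 7 genes of Fig. 5B, all called higher (1 of 100 splits, highest other 0), the count decides nothing, because the study chose them on these libraries. For the 19 lists that passed with the preset correlation, 3 of 100 splits reached as many, the highest other also 19 and the median of the others 8. This count also holds lists of groups that the paper reports as changed in these libraries. It therefore does not exclude chance for their number or for any single list. For the odds ratio of calls within 10 Mb of Mir29a, 1.41, only 5 splits made any call, too few for a share under 0.05, and the highest of the others was 0. The odds ratio was 1.31 within 2 Mb (Fisher's exact test, p = 0.507) and 1.56 within 20 Mb (p = 0.0644 from the same test).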
